# Transcriptional analysis of adipose tissue during development reveals depot-specific responsiveness to maternal dietary supplementation

**DOI:** 10.1038/s41598-018-27376-3

**Published:** 2018-06-25

**Authors:** Hernan P. Fainberg, Mark Birtwistle, Reham Alagal, Ahmad Alhaddad, Mark Pope, Graeme Davies, Rachel Woods, Marcos Castellanos, Sean T. May, Catharine A. Ortori, David A. Barrett, Viv Perry, Frank Wiens, Bernd Stahl, Eline van der Beek, Harold Sacks, Helen Budge, Michael E. Symonds

## Abstract

Brown adipose tissue (BAT) undergoes pronounced changes after birth coincident with the loss of the BAT-specific uncoupling protein (UCP)1 and rapid fat growth. The extent to which this adaptation may vary between anatomical locations remains unknown, or whether the process is sensitive to maternal dietary supplementation. We, therefore, conducted a data mining based study on the major fat depots (i.e. epicardial, perirenal, sternal (which possess UCP1 at 7 days), subcutaneous and omental) (that do not possess UCP1) of young sheep during the first month of life. Initially we determined what effect adding 3% canola oil to the maternal diet has on mitochondrial protein abundance in those depots which possessed UCP1. This demonstrated that maternal dietary supplementation delayed the loss of mitochondrial proteins, with the amount of cytochrome C actually being increased. Using machine learning algorithms followed by weighted gene co-expression network analysis, we demonstrated that each depot could be segregated into a unique and concise set of modules containing co-expressed genes involved in adipose function. Finally using lipidomic analysis following the maternal dietary intervention, we confirmed the perirenal depot to be most responsive. These insights point at new research avenues for examining interventions to modulate fat development in early life.

## Introduction

The association between excessive fat storage (i.e. obesity) and increased risk of metabolic disease, which leads to a reduction in life quality and expectancy, is well documented^1^. To identify modifiable factors that drive unhealthy fat deposition it could be informative to better understand the pronounced developmental changes in adipose tissue that occur soon after birth^2^. This age period is characterised by the rapid activation of nonshivering thermogenesis in brown adipose, an energy-using process involving tissue-specific uncoupling protein (UCP)1^3^, which helps the newborn to achieve a physiological body temperature. Subsequently, brown fat is gradually lost and replaced with white adipose tissue^4^, which contains cells that store energy for later usage as cellular fuel. Over the last decade, high-throughput genome-wide association studies (GWAS), together with gene expression profiling, epigenetic and integrative genomic analysis, have all contributed to a better understanding of adipose tissue biology and its crucial role in the metabolic syndrome^5,6^. Scientific break-through, however, may have been hampered by wrongly assuming that adipose tissue at various anatomical sites is regulated in an identical manner for coping with metabolic challenges during current and later life^2^. To test for site-specific regulation and developmental plasticity of adipose tissue we used sheep, based on the rapid transformation from brown to white adipose tissue characteristics over the first month of life^3^.

The function and development of adipose tissue depots are often studied in isolation^7^, so, potential differences between depots and influence of adjacent organs are not well established^3,6,7^. With recent advances in computer power and functional annotation of transcriptome data, primary genes can be identified based on their pattern of expression across the genome^5,6^. Furthermore, genes with similar co-expression patterns innately cluster together and/or form distinct modules representing pathways involved in the regulation of interdependent biological functions^8^. Differences in the changes in the transcriptome with age between similar tissues may reflect variations in cell type, but also in their function, transcriptional regulation, and responsiveness to external cues^8^. In the present study, we employed a machine learning (ML) algorithm followed by a weighted gene co-expression network analysis in order to find biologically meaningful associations in microarray datasets from the five major fat depots in sheep at 7 (when brown characteristics can dominate) and 28 (when brown fat is scarce) days of age. These measures enabled us to elucidate the distribution of cellular plasticity in response to a nutritional intervention between depots. The maternal diet was modified to cause a shift in the fatty acid (FA) composition of maternal milk achieved through feeding the mothers a supplement of canola oil. The inclusion of canola in dairy ruminants feed has been reported to reduce the omega-6/omega-3 FA ratio and conjugated linoleic acid (CLA) in milk, both which are properties that have been found to up-regulate *UCP* genes in adipose tissue^9^.

## Methods

### Animal Model

All of the procedures were performed with full institutional ethical approval from the University of Nottingham as designated under the United Kingdom Animals (Scientific Procedures) Act, 1986. All laboratory procedures were carried out at The University of Nottingham under the United Kingdom code of laboratory practice (COSHH: SI NO 1657, 1988). For this study, thirteen twin-bearing (non-identical) Bluefaced Leicester cross Swaledale ewes were randomly assigned immediately after giving birth to receive their a standard diet of roughage and concentrate throughout lactation (control, n = 5) or received the same diet supplemented with 3% canola oil (i.e. 45 g in 1500 g of concentrate) (n = 8). All mothers delivered spontaneously at term (~147 d). One (sex-matched) twin from each mother was randomly assigned to be humanely euthanased at 7 days and adipose tissues sampled from the epicardial, perirenal, sternal, subcutaneous and omental depots. Tissues were quickly dissected and weighed before being sectioned and snap frozen in liquid nitrogen for storage at −80 °C. Additional representative sections were fixed in 10% v/v formalin and embedded in paraffin wax for histological analysis. Each remaining twin was reared naturally with their mother until 28 days of age when they were humanely euthanased, and adipose tissue sampled. Samples of the mother’s milk were also taken manually from each mother on days 7 and 28 at ~08.00 h prior to euthanasia of the offspring. The milk was transferred into two sterile 15 ml tubes (Greiner Bio-One, Gloucester, UK) and stored at 80 °C until being shipped on dry ice for analysis of milk FA composition.

### Immunohistochemistry

Tissue sections were prepared as previously published^10^ and stained using haematoxylin and eosin and for UCP1. At least 20 slides per animal alongside a negative control were labelled with a random identifier, loaded into the Leica BondMax IHC slide processor (Leica Microsystem), and run on an automated software program (Vision Biosystems Bond version 3.4A) using bond polymer refine detection reagents (Leica Microsystem) and a 1:500 dilution of primary rabbit polyclonal antibody to UCP1 (ab10983, Abcam).

### Western blotting

The relative abundance of UCP1, voltage dependent anion channel 1 (VDAC) and cytochrome c were determined in the perineal and sternal adipose tissue samples as previously described^11^. This analysis was not performed on epicardial fat as insufficient sample was available. All data was corrected against the density of staining for total protein. Each antibody gave a signal at the correct molecular and the specificity of binding for each anti-body was confirmed using non-immune rabbit serum.

### RNA isolation, quantification, and quality control

For RNA isolation from each fat depot from 5 animals within each nutritional group, and a 100 mg was used from samples collected at 7, and 1000 mg from taken at 28 days of age, respectively. These were mixed with 2 ml of TRI reagent (Sigma-Aldrich). Total RNA was extracted using the RNeasy Plus kit (Qiagen) according to the manufacturer’s instructions and its quantity measured with a NanoDrop ND-1000 Spectrophotometer (Thermo Scientific). Optical density ratios (260/280 nm) were >1.9 for all samples. Total RNA quality was assayed by the Agilent BioAnalyzer RNA 6000 Nano Kit (Agilent Technologies) and only used if distinct ribosomal peaks measured (i.e. RIN > 7).

### Transcriptome profiling with Affymetrix GeneChip

Representative samples of mRNA were labelled and hybridized onto Human Genome U133A plus 2 arrays according to manufacturer’s recommendations using the GeneChip 3′ IVT Express kit (Affymetrix). The Affymetrix Human U133 + 2 gene chip array can be used to study ovine tissues^11^ and detection was performed using a GeneChip Scanner 3000 7G.

### Gene expression array analysis

Normalization and network analyses were undertaken using free and open source packages from the R project (http://cran.r-project.org/) unless otherwise stated. We used the open source Bioconductor community (http://www.bioconductor.org/) with the function “gcrma” embedded in the “affy” package for pre-processing data, including background correction, normalization, and probe match verification. For statistical analysis of gene expression, we used the “limma” library, which enabled us to perform empirical Bayesian statistical modelling between the 5 adipose tissue depots and the effect of the maternal nutritional intervention. For all other statistical analysis, unless otherwise stated, we applied the FDR approach and considered q ≤ 0.05 as significant^12^. The R-package “gplots” was used to assess fold changes, and make heat maps, and expression plots.

### Accession numbers

All original microarray data were deposited in the NCBI’s Gene Expression Omnibus (accession GSE115799).

### Selection of informative genes using the RF-PSOL algorithm

The ML algorithm was prepared using the R package ml-DNA, of which the PSOL algorithm was used to correctly identify ~95–98% of “informative” genes^13^. It employed a “training dataset” comprising the top 100 genes selected through empirical Bayesian statistical modelling between each different tissue at each age. Each result from the classifier or the prediction accuracy of the RF was tested using the 5-fold cross-validation method^14^. The validity for each selection cycle of interactions was assessed by values of the area under the curve (AUC) received from operating characteristic analysis or ROC (i.e. the two-dimensional plot between the false (x axis) versus the true positives rate (y axis) at all possible thresholds). The AUC values ranged from 0 to 1, with a higher AUC indicating better prediction accuracy for the random forest model.

### Gene Co-expression Network Construction

Datasets from both age groups (i.e. 25 samples, comprising 5 different adipose tissues depots from 5 animals) were constructed separately using a standard workflow as recommended by weighted correlation network analysis (WGCNA)^15^. We used a signed weighted correlation network for both age groups and the resulting Pearson correlation matrix was transformed into a matrix of connection strengths (e.g., an adjacency matrix) using a power of 19. For the dynamic tree-cutting algorithms, a merging function was set at 0.25, which identified 11 modules at 7 days and 14 modules at 28 days of age. To better describe molecular outgoing events in each age group dataset, our analysis was restricted to genes selected as informative by the ML-based filtering process^13^.

The function ‘module Preservation’ added into the WGCNA R package provides a reliable module preservation statistics base on the generation of 200 random permutations between two independent datasets. These permutations allow the calculation of a series of network Z-scores for statistical properties such as network connectivity and density. By averaging these Z-scores in a single Z-score or Z-summary, this value can be used as an indication of relationship preservation between genes in two independent networks. For example, a Z-summary for a module that scores >10 could be interpreted as strongly preserved (i.e. no changes in the topology), or scores between 2 and 10 are considered to be moderately preserved, or <2 indicates that the relationship between the genes are not preserved^15^.

### Gene ontogeny analysis

Functional annotation was performed with the WEB-based GEneSeTAnaLysis Toolkit (or WebGestalt) and all genes within each module were analysed. The GO terms with a FDR < 0.05 and enrich >5 genes per classification^16^.

### Determination of milk fat content and composition

Milk fat concentration was determined by methods following Bligh & Dyer^17^. High-resolution capillary gas-liquid chromatography was used to determine the composition of short- to long chain FAs in milk fat as previously described^18^. A total of 46 FAs were analyzed this way and included saturated FAs: C4:0, C6:0, C8:0, C10:0, C11:0, C12:0, C13:0, C13ai, C14:0, C14ai, C15:0, C15ai, C16:0, C16ai, C17:0, C18:0, C18i, C20:0, C20i, C21:0, C22:0, C23:0, monounsaturated FAs: C14:1n-5, C15:1n-5, C16:1n-7, polysaturated FAs, omega (n)-3: C18:3n3, C18:4n-3, C20:3n3, C20:5n-3, C22:5n3, C22:6n3. Omega (n)-6: C18:2n6tr, C18:2n6, C18:3n-6, C20:2n-6 C20:3n6, C20:4n6, C22:2n-6, C22:4n-6, C22:5n-6 and omega (n)-9: C16:1n-9/7t, C18:1n-9, C20:1n-9, C22:1n-9, C24:1n-9. Results are expressed as % milk fat. All data were evaluated using the “Limma” and “gplots” in a similar fashion as described above for with the microarray analysis.

### Determination of adipose tissue lipid composition

Adipose tissue samples (100–200 mg) were ground in Retsch ball mill for 3 min using 6 mm stainless steel balls, all pre-chilled to −18 °C. Ice cold chloroform: methanol (2:1) was added (0.5 mL) and the slurry was agitated at room temperature for 20 min, and centrifuged for 10 min at 10,000 × g at 4 °C. The lower layer was removed and dried in a centrifugal evaporator. The samples were reconstituted in 100 µL chloroform:methanol 1:2 centrifuged, then decanted into amber glass LC vials with inserts and stored at −80 °C until LC-MS analysis. Lipidomic QC samples were created from pooling equal volumes of all sample extracts. The extracted lipids were injected (5 µL) onto an Agilent Poroshell 120 SB-C18 50 × 2.1 mm (2.7 µm particle size) with guard, held at 45 °C, and eluted using 0.1% aqueous ammonium acetate (A), to 0.1% aqueous ammonium acetate /acetonitrile/isopropanol gradient (1:1:8) (B) using gradient elution. A ThermoScientific Accela modular HPLC system (Hemel Hempstead, UK) was used at a flow rate of 0.45 mL/min. Ions in the range *m/z* 100 to 1900 were detected using an Exactive series mass spectrometer (ThermoScientific Hemel Hempstead, UK) in electrospray mode with +/−ve switching at a resolution setting of 25000. Data was normalised to the total ion count, pre-processed and exported to Excel for further processing using Progenesis QI software (Progenesis, Newcastle on Tyne, UK). A product ion prediction tool from Lipidmaps (Lipid MS Predict) was use to assist spectral interpretation. The identities of selected isobaric lipid species were subsequently elucidated by generating MS/MS spectra (nominal mass) using the same LC method with a Thermo Scientific LTQ Velos ion trap mass spectrometer using equivalent electrospray source settings and with a collision energy of 40^19^.

## Results

### Changes in the cellular landscape of brown and white adipose tissue during the first four weeks of postnatal life

To establish which fat depots could be classified as being brown and whether the rate of loss of brown adipocytes occurs at similar rates in those depots, we first examined the distribution of UCP1 by immunohistochemistry. At 7 days of age, UCP1 was more abundant in perirenal and sternal than in epicardial adipose tissue (Fig. 1A) and was not present in subcutaneous or omental fat (not shown). UCP1 abundance was substantially reduced by 28 days of age, although more UCP1 signal remained in the epicardial compared to other depots. In addition, the rate of loss of UCP1 appeared to be delayed by the addition CLA to the mother’s diet. We then further determined whether this response was specific to UCP1 using western blotting, in those brown fat depots of which we had sufficient tissue i.e. perirenal and sternal (Fig. 1B). This demonstrated that the rate of loss of both UCP1 and VDAC were delayed in both depots at 7 and 28 days of age (Fig. 1B), whilst the amount of cytochrome C was enhanced.

**Figure 1:**
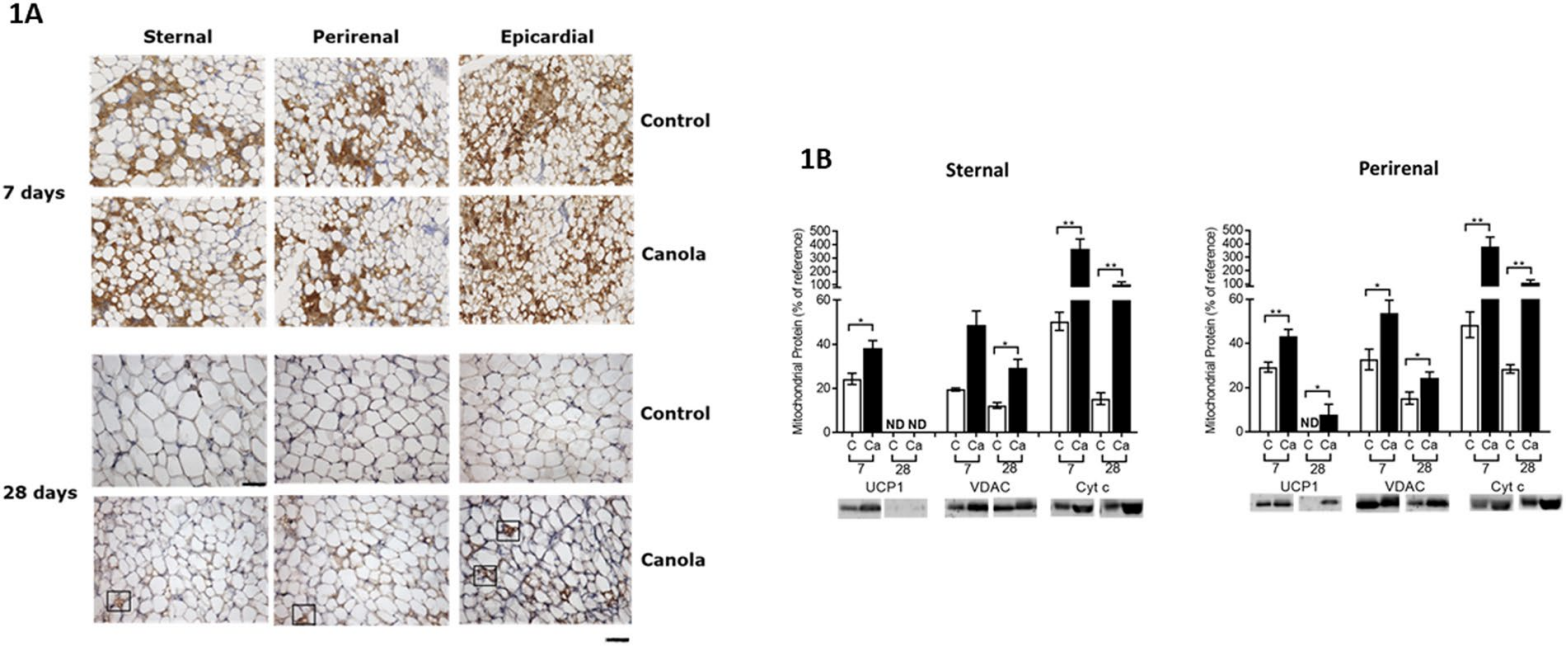
(**A**) Representative immunohistochemical detection of uncoupling protein (UCP)1 from sternal, perirenal and epicardial, sampled from 7 and 28 day old sheep. Rectangular outlines indicate clusters of uncoupling protein 1 (UCP) positive cells found in the epicardial adipose tissue at 28 days (scale bar = 50 μm; Magnification 40x) and (**B**) mean mitochondrial protein abundance as determined by western blotting in adipose tissue sampled from 7 and 28 day old offspring born to mothers fed a control diet (n = 5) or supplemented with 3% canola oil (n = 8). Values are means with their standard errors significant differences between dietary groups at the same age denoted by *p < 0.05; **p < 0.01. UCP, Voltage dependent anion channel 1, VDAC.

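Adipose tissue RNA of lambs from 5 depots (epicardial, perirenal, sternal, omental and subcutaneous) at 7 and 28 days of age was hybridised to Affymetrix Human Genome U133 Plus arrays, which carry probes for human transcripts. The table used here holds 49 arrays, 24 at 7 days and 25 at 28 days, with 5 arrays for each depot and age except subcutaneous fat at 7 days, where n = 4 and the paper gives 5 animals. The diet of the mothers is not given in the labels used here, in which every title holds a letter C that is not explained, so each depot and age formed 1 group. Ages were taken from the age field and the titles, while a description common to all labels names another age range. The labels number the arrays within a group without defining the number as an animal, so the p-values measure the spread between these samples. The paper takes the depots from the same animals, and the numbers recur across depots. Arrays were fitted as independent, and with the replicate number as a fixed effect 38 of 234 differences of named genes lost their call. In the paper 1 twin of each mother was taken at 7 days and the other at 28 days. Litter was not part of the fits, so changes with age treat twins as independent. The replicate numbers are written here as letters in rising order, A to G at 7 days and H to O at 28 days, and a letter stands for 1 number in all depots. The authors corrected the background and normalized the arrays with GCRMA in the affy package. The values are on the log2 scale and run from 2.49 to 14.0, with 82.7% of them below 4, so that most values lie near the lowest signal. Weak binding of sheep RNA to human probes and low expression were not told apart here. Where 1 side of a comparison lies near the lowest value, the size of the difference is a lower bound only. Of the 10273 probe sets, 9780 carry 1 gene symbol. The arrays of each age were fitted with limma, and each depot was compared with the mean of the other 4 depots and with single depots. The change with age was taken from a fit of all 49 arrays. Each fit takes 1 spread per probe set over all its groups. Where some groups lie near the lowest value with almost no spread, standard errors and p-values come out too small for a group that varies. A probe set was called at a Benjamini-Hochberg adjusted p of at most 0.05 within its comparison. In what follows, differences are on the log2 scale and are followed by ± their standard error in the fit, unless an SD is named. Gene lists, comparisons and the rule for naming genes were chosen before the data were examined, although the first lines of the paper's own tables had been read by then. Which list is described for which comparison was also decided with the counts in view. A member of a list that was not called is counted as not passing. Lists were also compared with all other probe sets by camera, with a preset correlation of 0.01 and with an estimated correlation.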

In order to identify changes in gene regulation with age, we performed a transcriptomic comparison between all 5 depots. At 7 days of age, 839 genes were significantly upregulated between depots (false discovery rate (FDR) ≤ 0.05; Supplement: Dataset 1) and the greatest difference was between epicardial and omental fat (429 significant genes, FDR ≤ 0.05; Fig. 2A). 

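Between epicardial and omental fat at 7 days, 429 of 10273 probe sets differed at an adjusted p of at most 0.05 from limma, 345 higher and 84 lower in epicardial fat. Between omental and perirenal fat 514 differed, 79 higher and 435 lower in omental fat. Among the latter were genes of oxidative phosphorylation, the mitochondrial respiratory chain and ATP synthase, of which 19 of 54 measured members were lower in omental than in perirenal fat and 0 higher (31 lower when adjusted over the list alone, adjusted p = 7.47e-15 from camera). COX5A, a subunit of cytochrome c oxidase, differed by -1.17 (standard error 0.20, adjusted p = 0.00137), NDUFS7 of complex I by -1.13 ± 0.18 and UQCRC1 of complex III by -1.54 ± 0.26. An F test over the 5 depots called 838 probe sets. After quantile normalization 450 (186 higher and 264 lower) probe sets differed between epicardial and omental fat and 319 (160 of them lower) between omental and perirenal fat, and 12 members of the respiratory list were lower in omental fat. With only the 2 depots compared in the fit, 173 and 234 probe sets were called.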

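UCP1, the uncoupling protein by which brown adipocyte mitochondria release energy as heat, averaged 6.29 ± 1.12 on the log2 scale (SD, n = 5) in perirenal fat at 7 days. It averaged 4.46 ± 0.81 in sternal, 4.04 ± 0.81 in epicardial and 3.65 ± 0.91 in omental fat, and 2.72 ± 0.27 (SD, n = 4) in subcutaneous fat. Relative to perirenal fat, UCP1 differed by -2.64 (standard error 0.51, adjusted p = 0.0038) in omental fat, and perirenal exceeded subcutaneous fat by 3.57 (standard error 0.54, adjusted p = 0.000457). Perirenal and sternal fat differed by 1.83 (standard error 0.51, adjusted p = 0.0739), which does not pass the threshold. Epicardial differed from perirenal fat by -2.25 (standard error 0.51, adjusted p = 0.0186), a call lost without epicardial replicate D or perirenal replicate A (adjusted p up to 0.0538). PPARGC1A, a coactivator of mitochondrial biogenesis and UCP1 transcription, averaged 6.73 ± 0.43 in epicardial, 6.53 ± 0.34 in perirenal and 6.29 ± 0.74 in sternal fat, against 3.53 ± 0.45 in subcutaneous and 3.19 ± 0.49 in omental fat (SDs). Of 21 measured genes of brown adipocyte thermogenesis, 4 were lower in omental than in perirenal fat, none was higher and 17 did not pass (4 lower when adjusted over the list alone, adjusted p = 0.104 from camera). They were UCP1, PPARGC1A at -3.33 ± 0.31, the nuclear receptor ESRRA at -0.96 ± 0.17 and PPARGC1B at -0.95 ± 0.17. Against subcutaneous fat 3 were higher in perirenal fat, with PPARGC1A at 3.00 ± 0.32 and ESRRA at 0.92 ± 0.18, and 1 was lower (4 and 1 when adjusted over the list alone, adjusted p = 0.0805). The lower member was ZIC1 at -0.67 ± 0.18 (adjusted p = 0.039), which is no longer called without perirenal replicate A, B, C, D or G or subcutaneous replicate A or F (adjusted p up to 0.0897).

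**Figure D1:**
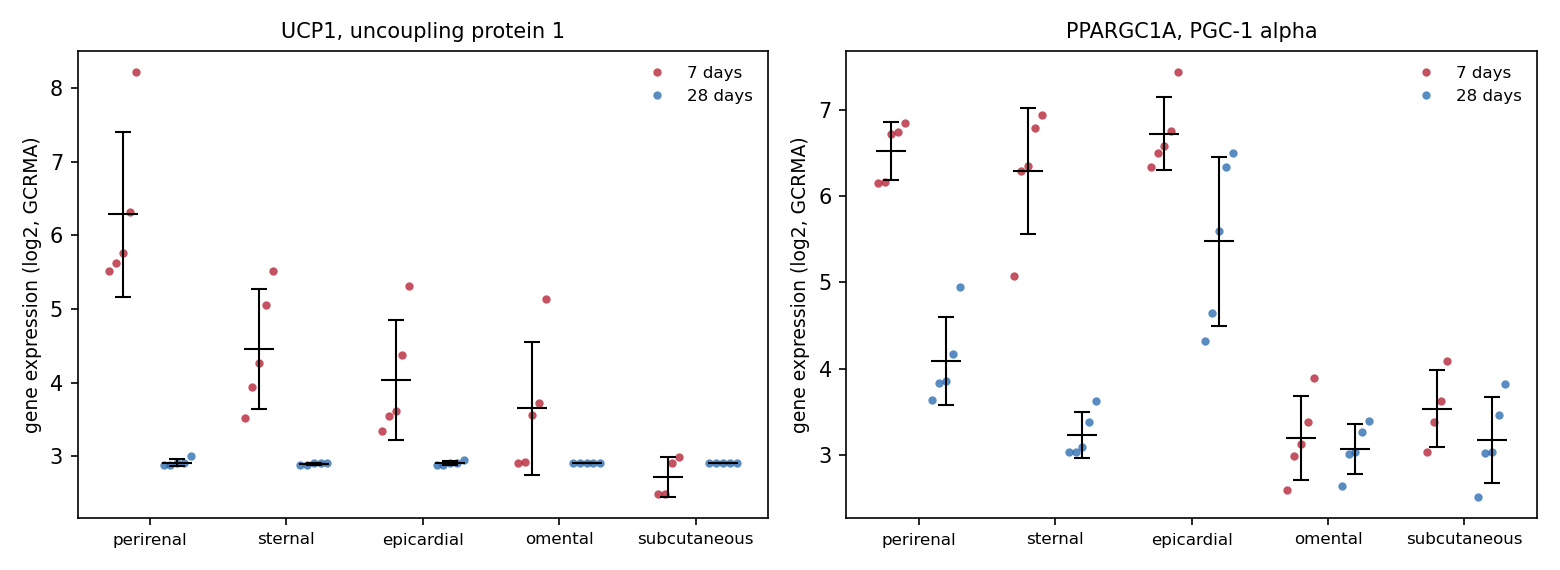
Expression of UCP1 and PPARGC1A (vertical axis, log2, GCRMA) in the 5 depots (horizontal axis). Points are arrays, red at 7 days and blue at 28 days, and bars give the mean ± SD of each group. UCP1 averages 6.29 in perirenal fat at 7 days and 2.91 at 28 days.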

Only perirenal adipose tissue, however, exhibited a consistent upregulation of *UCP1* and other thermogenesis-related genes compared with the omental and subcutaneous adipose depots, which were populated primarily by white adipocytes (Supplement: Dataset 1). These results indicate local differences in transcriptional regulation, which is indicative of substantial changes in cell population between fat depots during postnatal life. This is in accord with their divergent developmental ontogeny between depots. In this regard epicardial, perirenal and sternal are all present in the fetus^20^, whereas omental and to a lesser extent subcutaneous fat only appears after birth^21^.

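CKM, the creatine kinase of muscle, was above 4 in sternal replicate D (8.29) and in subcutaneous replicates A (12.9), E (6.35) and G (11.7) at 7 days, and averaged 10.21 ± 1.50 (SD, n = 5) in epicardial fat. Epicardial fat differed from perirenal fat in 243 (127 higher and 116 lower), from sternal fat in 404 (333 higher and 71 lower) and from subcutaneous fat in 249 (180 higher and 69 lower) probe sets. Perirenal fat differed from subcutaneous fat in 426 (327 of them higher) and from sternal fat in 190 (183 higher and 7 lower) probe sets. Sternal and subcutaneous fat differed in 124 (43 higher and 81 lower), omental and sternal fat in 72 (48 higher and 24 lower) and omental and subcutaneous fat in 21 (11 higher and 10 lower). Without the arrays in which CKM was above 4, an alternative chosen after seeing the data, 125 probe sets separated perirenal from sternal fat. This leaves subcutaneous fat at 7 days with 1 array, replicate F, which the fit assumes to vary like the other groups, so the counts of its pairs are left out here. After quantile normalization epicardial fat differed from sternal fat in 441 (187 higher and 254 lower), from subcutaneous fat in 203 (104 of them higher) and from perirenal fat in 273 (125 higher and 148 lower) probe sets. Under it perirenal fat differed from sternal fat in 76 (51 higher and 25 lower) and from subcutaneous fat in 312 (190 of them higher), and sternal from subcutaneous fat in 143 (89 higher and 54 lower) and omental from subcutaneous fat in 37 (22 higher and 15 lower). With only the 2 depots in the fit these 8 pairs gave 110, 156, 28, 157, 82, 5, 30 and 1 calls in the order given above. Leaving out 1 array changed several counts. Without epicardial replicate G, perirenal fat differed from epicardial fat in 152, sternal fat in 254 and subcutaneous fat in 156 probe sets. Without omental replicate A the omental and subcutaneous depots differed in 9, without subcutaneous replicate F in 63, and without subcutaneous replicate G sternal and subcutaneous fat differed in 78.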

**Figure 2:**
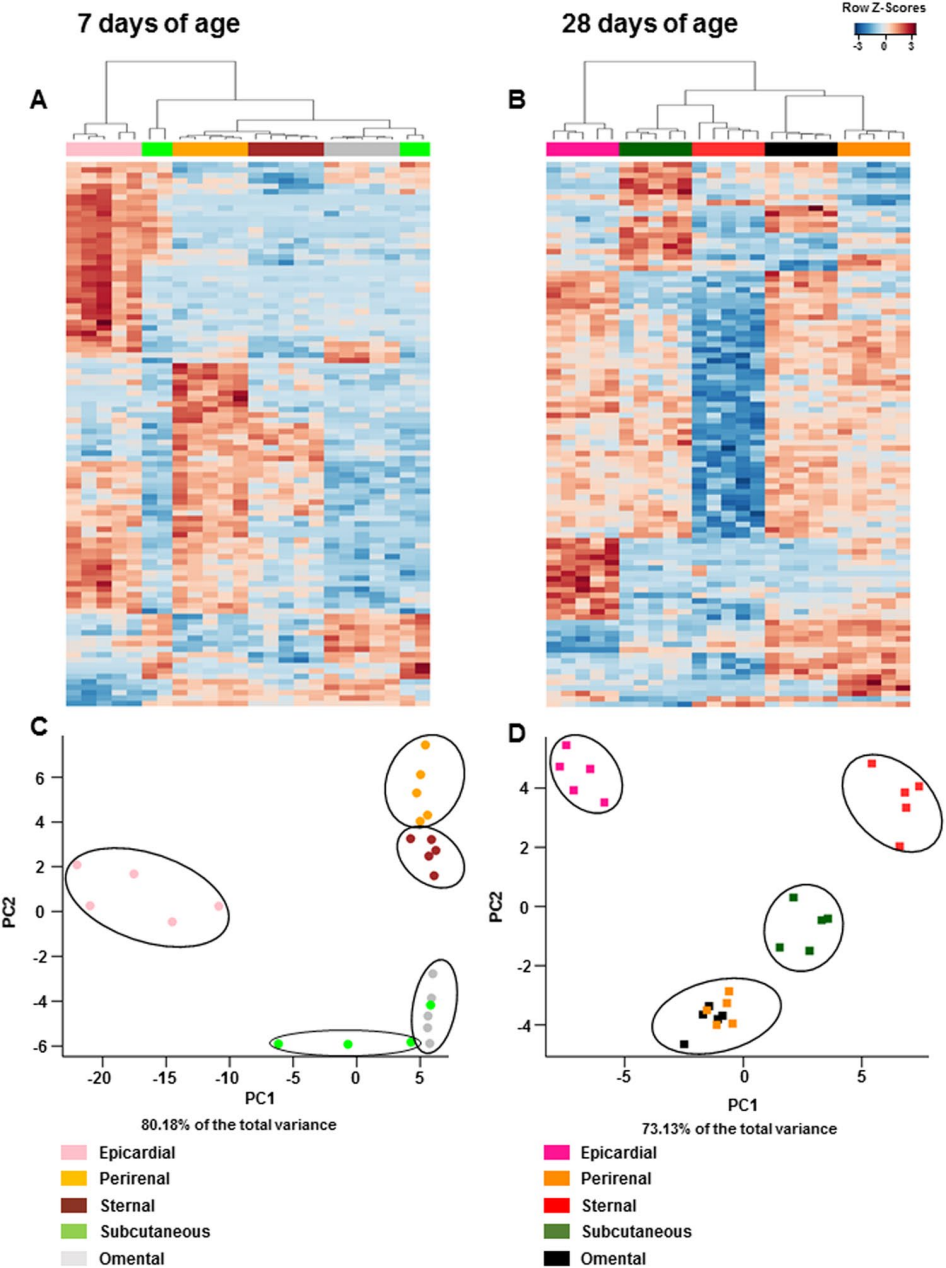
Comparison in gene expression of five adipose tissue depots at (**A**) 7 and (**B**) 28 days of age. Heat map and unsupervised hierarchical clustering dendrograms are shown for the top 100 differentially-expressed gene transcript comparisons identified by microarray analysis (average linkage, Euclidean distance metric) as selected by eBayes moderated t-statistics (FDR < 0.05). Gene expression was transformed to a Z-score, and blue represents a relative is a decrease and red an increase in gene expression between each depot at the same age. Principal component analysis (PCA) of gene expression data from five different adipose tissue depots from each animal was performed using 10055 data sets that passed the variance test QC at (**C**) 7 and (**D**) 28 days of age. Each sample is represented by a sphere (7 days) or rectangle (28 days) and color-coded to indicate the age and tissue to which it belongs.

Next, we performed a clustering analysis of the transcriptomic data at 7 days of age. Unsupervised hierarchical clustering and principal component analysis (PCA) revealed that each depot forming a distinct cluster (Fig. 2), with the first two components explaining 80.2% of the total variance in the data set. This suggests a strong fit between the computational model and the existence of intrinsic differences in gene expression between depots. 

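Genes of heart muscle had the largest weights in the first principal component of the 24 arrays at 7 days, led by TTN, CKM, PDLIM5, MYL2 and MYH7, which encode proteins of the sarcomere and its energy supply. Epicardial fat scored 25.4 ± 7.53 (SD, n = 5) on this component, omental fat -11.6 ± 1.34, perirenal fat -7.66 ± 0.734, sternal fat -9.63 ± 4.29 and subcutaneous fat 4.37 ± 16.8 (SD, n = 4), with subcutaneous replicate A at 25.1, within the epicardial range, and replicate G at 10.7. On the second component TNNC2 and MYOZ1, genes of fast skeletal muscle, had positive weights, and PPARGC1A (-0.122) and UCP1 (-0.104) negative ones. Perirenal fat scored -12.9 ± 2.36 and subcutaneous fat 15.9 ± 7.57 there, with epicardial fat at -6.36 ± 3.08, sternal fat at -0.398 ± 1.03 and omental fat at 6.94 ± 2.15. Over all 10273 probe sets, not scaled, the components held 30.6% and 13.2% of the variance, 43.8% in sum, with 41.0% to 45.1% when 1 array was left out. The 100 probe sets with the smallest p of the F test gave 83.3%, those past the adjusted threshold 71.1%, and all probe sets scaled to unit variance 18.0%. Genes picked for differing between depots raise this share by construction. For its own components the paper gives 10055 data sets that passed a test of variance.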

PCA cluster analysis further showed that the pro-thermogenic perirenal and sternal fat depots clustered together as did subcutaneous and omental depots (white fat depots) whereas epicardial adipose tissue was separate from other depots (Fig. 2C).

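HOX genes, transcription factors that mark position along the body axis, differed between perirenal and sternal fat at 7 days, with 3 of 15 measured members higher in perirenal fat and none lower (6 higher when adjusted over the list alone, adjusted p = 9.11e-05 from camera). HOXC6 differed by 1.16 (standard error 0.18, adjusted p = 0.00142), HOXB7 by 1.17 ± 0.20 and HOXC8 by 0.58 ± 0.12. Over all probe sets, the Euclidean distance between the mean profiles of the depots was 21.1 between perirenal and sternal fat and 21.0 between omental and sternal fat. Leaving out 1 array in turn gave 20.8 to 22.2 for the former pair and 20.8 to 22.5 for the latter. Subcutaneous fat lay 26.8 from omental, 27.1 from sternal and 32.2 from perirenal fat, and omental lay 26.5 from perirenal fat. Epicardial fat lay 33.8 to 40.2 from the other depots. After quantile normalization perirenal and sternal fat were 18.2 apart and omental and sternal fat 21.3.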

We repeated these statistical analyses at 28 days of age to identify the primary changes in gene expression, and identified 2059 differentially expressed genes between depots (FDR ≤ 0.05; Supplement: Dataset 2). 

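TCF21, a transcription factor of mesenchymal precursors, was higher in epicardial fat than in the other 4 depots at 28 days by 3.29 (standard error 0.14, adjusted p = 1.98e-13), and HOXC6 was lower there by -3.61 (standard error 0.12, adjusted p = 4.16e-15), with all epicardial arrays near the lowest value. MEIS1, a homeobox cofactor of HOX proteins, was higher in omental fat by 2.08 ± 0.19, the oestrogen receptor gene ESR1 in perirenal fat by 1.12 ± 0.14 and ZFHX4, a zinc-finger homeobox gene, in subcutaneous fat by 2.18 ± 0.17. In each case every array of the depot lay beyond all arrays of the others. An F test over the 5 depots called 2051 of 10273 probe sets at an adjusted p of at most 0.05 from limma. Against the other depots, 333 (281 higher and 52 lower) were called in epicardial, 526 (489 higher and 37 lower) in omental, 345 (295 higher and 50 lower) in perirenal and 312 (265 higher and 47 lower) in subcutaneous fat. After quantile normalization the F test called 1310, and the 4 depots 316 (180 of them higher), 299 (227 higher and 72 lower), 267 (199 higher and 68 lower) and 234 (164 higher and 70 lower) in that order. Without the sternal and subcutaneous arrays with CKM above 4, at 28 days sternal replicates J (12.7), N (4.51) and O (11.3) and subcutaneous replicates J (7.11) and M (4.11), the F test called 1165, perirenal fat 200 and subcutaneous fat 161. Leaving out omental replicate N gave 323 for omental, perirenal replicate K gave 223 for perirenal and subcutaneous replicate J gave 198 for subcutaneous fat. Over probe sets with a mean of at least 4 the F test called 1225 and omental fat 333. Fitting the replicate number as a fixed effect gave 1652 for the F test, 219 for epicardial, 170 for perirenal and 152 for subcutaneous fat. The count of omental fat changed by a smaller factor than these 3 depots. Epicardial replicate L, perirenal replicate K and subcutaneous replicate H share their number with no other array at 28 days. With the number as a fixed effect such an array adds nothing to the comparison, so these 3 depots rest on fewer arrays. The falls in their counts are therefore not separated from this loss.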

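ATXN7L1, a subunit gene of a chromatin complex, was lower in sternal fat than in the other depots at 28 days by -1.65 (standard error 0.12, adjusted p = 1.01e-08). MBNL2, a regulator of alternative splicing, differed by -1.90 ± 0.21, the kinase gene NLK by -1.76 ± 0.21 and the kinase gene PDIK1L by -1.71 ± 0.31, and the 5 sternal arrays lay below all 20 others for each. Of 43 measured genes of mRNA splicing 22 were lower in sternal fat and none was higher (27 lower when adjusted over the list alone, adjusted p = 1.59e-05 from camera, adjusted p = 0.0747 with an estimated correlation), among them SRSF5 at -1.44 ± 0.27 and PRPF3 at -1.19 ± 0.12. In all, 2061 probe sets were called, 1891 lower and 170 higher. The whole sternal arrays were lower at this age, with a mean of 3.27 over all probe sets against 3.4 to 3.42 in the other depots, and 14.2% of probe sets at the lowest value against 10.3% to 10.6%. Quantile normalization, which gives all arrays 1 distribution, turned the balance, with 605 higher and 357 lower, and 8 splicing genes lower and 3 higher. Without the 3 sternal arrays with CKM above 4 1008 (222 higher and 786 lower) were called and 13 splicing genes were lower, and 1122 (26 higher and 1096 lower) were called over probe sets with a mean of at least 4.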

At this time point, sternal adipose tissue showed a more pronounced downregulation of the transcriptional architecture compared with the other fat depots (Fig. 2B). Similar to our observation at 7 days of age, each depot had a distinctive pattern of gene expression. Genes within the perirenal depot clustered together with those from omental fat and close to those from the subcutaneous depot, but away from the epicardial and sternal depots. 

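Of 34 measured genes of extracellular matrix and fibroblasts, 11 were higher in omental than in perirenal fat at 28 days and none was lower (12 higher when adjusted over the list alone, adjusted p = 4.2e-10 from camera, adjusted p = 0.0594 with an estimated correlation). They included fibronectin FN1 at 2.25 ± 0.34, MFAP5 at 1.72 ± 0.25 and TIMP2 at 1.68 ± 0.27. Against sternal fat the same list had 12 members lower and 1 higher in perirenal fat (14 and 2 when adjusted over the list alone, adjusted p = 3.21e-11 from camera), with the collagen gene COL1A1 at -3.95 (standard error 0.50, adjusted p = 2.18e-05) and COL1A2 at -1.59 ± 0.23. Of 15 HOX genes 10 were higher in perirenal than in sternal fat and none was lower (11 when adjusted over the list alone, adjusted p = 8.08e-07), among them HOXB7 at 1.68 ± 0.16 and HOXC6 at 1.28 ± 0.16. Perirenal fat differed from omental fat in 295 (100 higher and 195 lower), from subcutaneous fat in 258 (150 of them higher), from epicardial fat in 222 (113 of them higher) and from sternal fat in 1399 (1325 higher and 74 lower) probe sets. The distance between mean profiles was 21.4 to omental, 23.0 to subcutaneous, 30.1 to epicardial and 32.7 to sternal fat, and 21.3 between omental and subcutaneous fat. After quantile normalization perirenal and sternal fat differed in 643 (333 higher and 310 lower) and perirenal and omental fat in 276 (154 of them lower) probe sets, and 6 HOX genes were higher. Without the arrays with CKM above 4 perirenal fat differed from sternal fat in 729 and from subcutaneous fat in 119 probe sets and 5 HOX genes were called. With only the 2 depots in the fit it differed in 90 from epicardial, 813 from sternal and 112 from subcutaneous fat. Over probe sets with a mean of at least 4 the call of 916 from sternal fat held 2 HOX genes. Without perirenal replicate K 185 differed from omental fat, without subcutaneous replicate J 158 from subcutaneous fat, and without sternal replicate N 7 matrix genes were lower than in sternal fat. Array weights gave 450 against omental fat.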

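At 28 days TTN, CKM, PDLIM5, MYL2 and MYH7 again had large weights in the first principal component, on which epicardial fat scored 16.7 ± 12.1 (SD, n = 5), sternal fat 7.63 ± 13.2, omental fat -9.07 ± 1.2, perirenal fat -8.05 ± 0.512 and subcutaneous fat -7.24 ± 3.47. Epicardial replicate I scored -1.99, among arrays of the other depots, and sternal replicate J, with CKM at 12.7, scored 28.1, within the epicardial range. On the second component TCF21 and TNNI3 stood against TNNC2, FOS and COL1A1, and sternal fat scored -21.9 ± 4.35, apart from epicardial fat at 12.0 ± 5.46, omental fat at 6.74 ± 2.09, perirenal fat at 3.78 ± 0.604 and subcutaneous fat at -0.615 ± 3.69. The components held 21.9% and 20.1% of the variance of all probe sets, 42.1% in sum, and 39.7% to 43.6% when 1 array was left out. The 100 probe sets with the smallest p of the F test gave 60.7%, those past the threshold 54.9%, and scaled probe sets 20.4%.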

Overall these samples formed three stable clusters and the first two components of the PCA analysis accounted for 73.1% of the variance observed in gene expression between depots (Fig. 2D). In summary, clustering analyses demonstrated that anatomical location determines transcriptome differences which are modified with age. 

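COL1A1, a chain of type I collagen, rose in sternal fat from 7 to 28 days by 3.85 (standard error 0.44, adjusted p = 3.72e-08) and TIMP2, a metalloproteinase inhibitor, by 2.68 ± 0.31, while PPARGC1A fell by 3.06 ± 0.33. In perirenal fat the heparan sulfate sulfotransferase gene HS3ST6 rose by 3.19 ± 0.34 and the mitochondrial nuclease gene ENDOG fell by 2.01 ± 0.24. HS3ST6 also rose in omental fat, by 3.04 ± 0.34, with SNCG, which encodes gamma-synuclein, at 2.61 ± 0.56, and both rose in subcutaneous fat, where the mitochondrial ADP/ATP carrier gene SLC25A4 fell by 1.66 ± 0.40. The muscle gene CKM averaged 8.44 ± 4.75 (SD, n = 4) in subcutaneous fat at 7 days and 3.94 ± 1.86 (SD, n = 5) at 28 days. In epicardial fat WSB1 rose by 2.12 ± 0.38 and NDUFB11 of complex I fell by 1.23 ± 0.18. With n = 5 at each age, and 4 at 7 days in subcutaneous fat, 1497 probe sets in omental fat (1391 higher and 106 lower at 28 days) and 957 probe sets in perirenal fat (640 higher and 317 lower at 28 days) were called. In the others these were 950 probe sets in subcutaneous fat (789 higher and 161 lower at 28 days), 654 probe sets in sternal fat (254 higher and 400 lower at 28 days) and 600 probe sets in epicardial fat (433 higher and 167 lower at 28 days). After quantile normalization of all 49 arrays together these were 822 (437 higher and 385 lower) in perirenal, 768 (394 higher and 374 lower) in omental, 751 (342 higher and 409 lower) in sternal, 508 (270 higher and 238 lower) in epicardial and 493 (249 higher and 244 lower) in subcutaneous fat. With only the 2 groups in the fit 922 were called in omental, 161 in sternal, 215 in epicardial and 110 in subcutaneous fat. Over probe sets with a mean of at least 4 the counts were 696 in omental, 609 in perirenal and 559 in subcutaneous fat. Without the arrays with CKM above 4, which leaves 1 subcutaneous array at 7 days, 397 were called in that depot.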

The sternal and perirenal depots exhibited the greatest transcriptomic remodeling, reflecting changes in their biological/metabolic functions with age^4^.

### Use of ML and gene network analyses for identifying the transcriptional architecture changes between adipose tissue depots with age

To determine the magnitude of potential changes in gene function between depots during early life, we combined computer-assisted learning algorithms with weighted gene co-expression network analysis. 

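Each array was assigned to the depot whose mean profile, taken over the arrays with other replicate numbers, it matched best across the 100 probe sets with the smallest p in those other arrays. Depots were recognised for 22 of 24 arrays at 7 days (91.7%, exact Clopper-Pearson 95% interval 73.0% to 99%) and for 24 of 25 at 28 days (96%, interval 79.6% to 99.9%), where chance gives 20%. All perirenal, sternal and omental arrays were assigned to their own depot. At 7 days subcutaneous replicate A, in which CKM was 12.9, was assigned to epicardial fat and subcutaneous replicate F to omental fat. At 28 days epicardial replicate I was assigned to omental fat, and its mean over the measured cardiac muscle genes was 2.87, below the highest mean among omental and perirenal arrays of 2.90. Array numbers are small, so these shares carry wide intervals.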

Through a reiterative process of error minimisation and supervised learning algorithms (i.e. random forest (RF)), the optimal gene expression pattern for each adipose depot was established^14^. Tissue gene expression datasets were submitted for each age group, the RF approach enabled identification beyond a 98% certainty of the informative genes with an overall accuracy of 95–100%.

The number of informative genes varied with age indicating different response patterns of the transcriptomes between depots, with 2274 and 3339 genes identified as informative at 7 and 28 days of age, respectively. Next, we used both data sets of informative genes to generate two independent weighted co-expressed networks for each age. We identified 11 distinct modules (designated as C1.1–11; Fig. 3A and Supplement: Dataset 3) at 7 days of age and 14 modules of co-expressed genes at 28 days (designated as C2.1–14; Fig. 3B and Supplement: Dataset 4). Further analyses demonstrated that most gene modules corresponded to different transcriptional or metabolic functions performed in each depot, whereas the intensity of these events varied with age.

**Figure 3:**
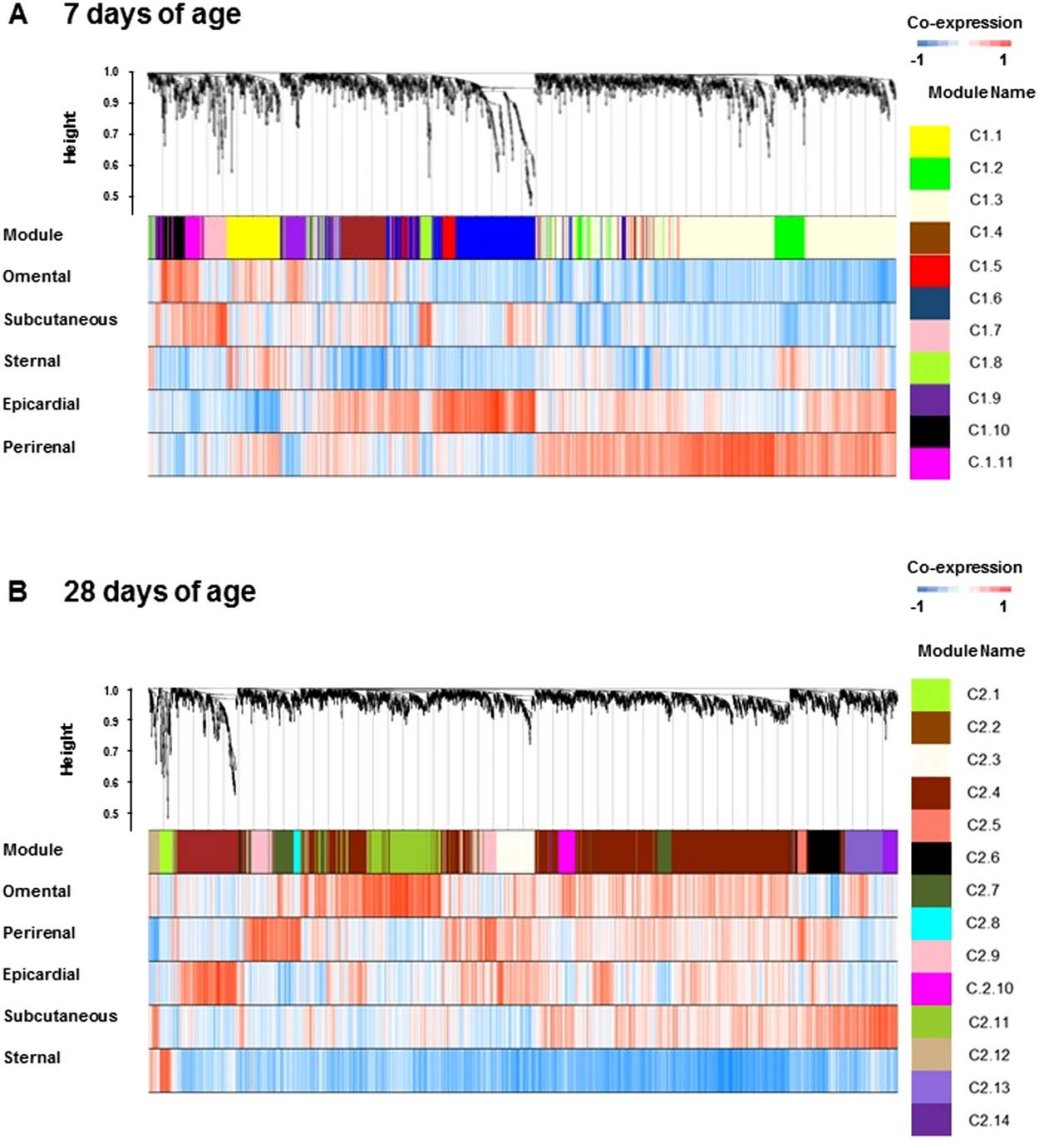
Co-expression dendrogram analysis from the five adipose tissue depots sampled at either (**A**) 7 or (**B**) 28 days of age. In each dendrogram, the first row is subdivided into co-expressed modules founded in each age group. Rows 2 to 6 show the differential expression relationships between module genes and the adipose depot. The relationship of each gene with the assigned module is colour coded from blue (negative co-expression) to red (positive co-expression).

### Functional enrichment of gene clusters obtained at 7 days of age

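RPS9, a protein of the small ribosomal subunit, was higher at 7 days in perirenal fat than in the other depots by 0.58 (standard error 0.087, adjusted p = 0.000402) and in sternal fat by 0.44 (standard error 0.087, adjusted p = 0.0141). Of 48 measured ribosomal protein genes, 5 were higher in perirenal fat and none was lower (11 higher when adjusted over the list alone, adjusted p = 0.000568 from camera, adjusted p = 0.639 with an estimated correlation). In sternal fat 3 were higher and none lower (9 when adjusted over the list alone, adjusted p = 2.47e-07 from camera, adjusted p = 0.396 with an estimated correlation). CSMD2, TMEM120A, which is needed for adipocyte differentiation, and the mitochondrial gene HINT2 were higher in perirenal fat, by 1.52 ± 0.17, 1.15 ± 0.25 and 0.95 ± 0.13, with every perirenal array above all others. Of the genes separated in this way in sternal fat, profilin PFN1 was lower by -1.15 ± 0.13 and CXXC5 by -0.61 ± 0.10. In all 525 (470 higher and 55 lower) probe sets were called in perirenal fat and 123 (28 higher and 95 lower) in sternal fat. After quantile normalization these were 274 (193 higher and 81 lower) and 131 (78 higher and 53 lower), and 2 ribosomal genes were higher in perirenal and 6 in sternal fat. With the replicate number as a fixed effect 430 and 64 probe sets were called in these depots, and 1 ribosomal gene was higher in perirenal fat. Without perirenal replicate A 318 probe sets and 2 ribosomal genes were called in perirenal fat. Without sternal replicate G 55 were called in sternal fat, and without sternal replicate F, where RPS9 had adjusted p = 0.0503, 0 ribosomal genes in limma, against 3 with all arrays. CKM was 8.29 in sternal replicate D, without which, and without 3 subcutaneous arrays above 4, 3 ribosomal genes were higher in perirenal fat.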

The gene network analyses demonstrated that the sternal and perirenal depots shared common transcriptional functionalities, although they were more pronounced in perirenal fat (Fig. 4A and B). Many of these modules (i.e. C1.1, C1.2 and C1.3) contained genes involved in regulating mitochondrial biogenesis and aerobic respiration. 

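Of 54 measured genes of oxidative phosphorylation, 12 were higher in perirenal fat than in the other depots at 7 days and none was lower (21 higher when adjusted over the list alone, adjusted p = 4.96e-06 from camera, adjusted p = 0.204 with an estimated correlation). UQCRC1 differed by 1.06 (standard error 0.21, adjusted p = 0.00447) and NDUFS7 by 0.83 ± 0.14. Of 14 genes of fatty acid oxidation 3 were higher and none lower (5 when adjusted over the list alone, adjusted p = 0.0122 from camera, adjusted p = 0.16 with an estimated correlation), with ACADVL, the first dehydrogenase of long-chain beta-oxidation, at 0.92 ± 0.15 and ACAA2 at 0.36 ± 0.065. UCP1 itself was 2.57 (standard error 0.41, adjusted p = 0.000606) higher, and of the 21 thermogenic genes 4 were higher (5 when adjusted over the list alone, adjusted p = 0.261 from camera). Epicardial fat had 10 respiratory genes higher and 1 lower (25 and 1 when adjusted over the list alone, adjusted p = 1.45e-11), with ATP5MC1 of ATP synthase at 1.15 ± 0.14 and NDUFA12 at 0.95 ± 0.14. Of 13 genes of the tricarboxylic acid cycle 5 were higher there (5 adjusted over the list alone, adjusted p = 0.00324 from camera, adjusted p = 0.147 with an estimated correlation). It also had 4 thermogenic genes higher (5 adjusted over the list alone, adjusted p = 0.0193 from camera, adjusted p = 0.0889 with an estimated correlation), among them the nuclear receptor gene ESRRG at 3.95 ± 0.43 and PPARGC1A at 1.84 ± 0.24. Heart muscle genes such as CKM, 10.2 ± 1.50 (SD, n = 5), were also high in the epicardial arrays. No test of joint variation with them was run. In replicates A, C, D, E and G the cardiac muscle list averaged 4.9, 5.5, 6.1, 5.8 and 6.3. The thermogenic list averaged 3.678, 3.613, 3.829, 3.82 and 3.915, and PPARGC1A was 6.348, 6.506, 6.591, 6.762 and 7.444. The respiratory list averaged 5.298, 5.131, 5.291, 5.382 and 5.452. At 28 days replicates I and N, lowest in the cardiac list, also had the lowest thermogenic means (3.227 and 3.221). The epicardial rise of these genes is thus not separated from heart muscle signal. After quantile normalization 6 respiratory genes were higher in perirenal fat, and 7 without perirenal replicate A or without the arrays with CKM above 4. In epicardial fat 5 were higher and 1 lower after quantile normalization, and 6 were higher without replicate G.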

The C1.3 and C1.2 modules showed several gene ontology enriched terms related to oxidation-reduction processes and mechanisms of mitochondrial regulation of mRNA translation, respectively (Supplement: Dataset 5). However, the separation of both co-expressed modules suggests the potential existence of multiple transcriptional loops regulating mitochondrial genes^5,22^. These transcriptional separations could potentially allow brown adipocytes to regulate the expression of mitochondrial genes independent of UCP1 expression^23^.

**Figure 4:**
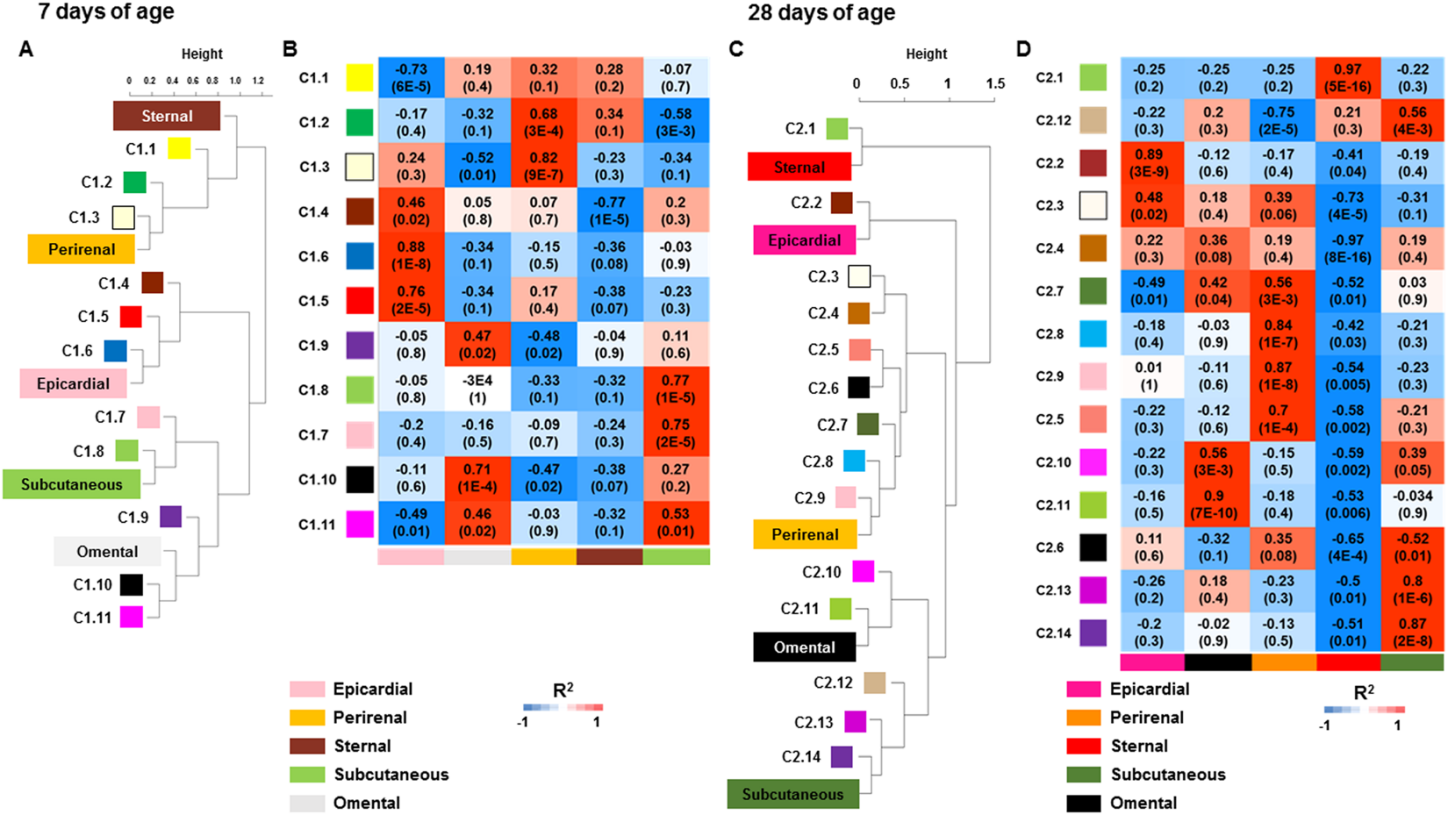
Summary of adipose tissue depot- and age-specific functional organisation of modules within each gene network. They were related individually by their first principal component, referred to as the module eigengene (ME). Each dendrogram illustrates the modules of co-expressed genes and their positive alignment within the ME at (**A**) 7 and (**C**) 28 days of age. The height (X-axis) indicates the magnitude of correlation expressed as Euclidean distances. Heat maps represent the correlation (and corresponding p-values) between co-expressed modules for each fat depot at (**B**) 7 and (**D**) 28 days of age. The colour scheme, from blue to red, indicates the magnitude of correlation, from low to high. Regional-specific modules identified as being highly correlated (i.e. over-expressed) for each adipose depot are shown in the columns.

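TNNI3, the inhibitory troponin of heart muscle, was higher in epicardial fat at 7 days than in the other depots by 7.67 (standard error 0.30, adjusted p = 2.47e-13), and lay near the lowest value in omental, perirenal and sternal fat, at means of 2.51, 2.55 and 2.51. MYH6, the alpha myosin heavy chain of the heart, differed by 6.01 ± 0.48, cadherin CDH2, which joins cardiomyocytes, by 5.37 (standard error 0.27, adjusted p = 1.3e-11), and GPR22, an orphan receptor, by 5.51 ± 0.42. All epicardial arrays lay beyond every array of the other depots for these genes, and for HOXC6, HOXC4 and HOXB6, which were lower by -2.97 ± 0.14, -1.43 ± 0.18 and -2.05 ± 0.19, HOXC6 at an epicardial mean of 2.67. Of 15 measured HOX genes these 3 were lower and none was higher (6 lower when adjusted over the list alone, adjusted p = 2.17e-12 from camera), and 6 were lower after quantile normalization. In all 418 (344 higher and 74 lower) probe sets were called, 449 (223 higher and 226 lower) after quantile normalization, and 275 without epicardial replicate G.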

The majority of gene modules aligning within epicardial adipose tissue coincided with specific stages of changes in transcriptional cardiomyocyte cell differentiation (Fig. 5A)^24^. For example, the C1.4 module showed hallmarks of mRNA and DNA processes associated with the maintenance of stem cell pluripotency^24^. 

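KLF4, a transcription factor of pluripotent and differentiating cells, was lower in epicardial fat at 7 days by -0.71 (standard error 0.16, adjusted p = 0.0114), and is not called without epicardial replicate G (adjusted p = 0.0709). It was the single called gene among 6 measured pluripotency genes, and none was higher at an adjusted p of at most 0.05 from limma (1 higher and 1 lower when adjusted over the list alone, 2 and 1 at an unadjusted p under 0.05, adjusted p = 0.724 from camera). Of 43 measured genes of mRNA splicing, 0 were higher and 0 lower in limma, also when adjusted over the list alone (8 and 1 at an unadjusted p under 0.05, adjusted p = 0.465 from camera). Without epicardial replicate D, 2 splicing genes were higher, and 1 over probe sets with a mean of at least 4.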

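Of 26 measured genes of cardiac muscle, 15 were higher in epicardial fat at 7 days, none was lower and 11 did not pass (17 higher when adjusted over the list alone, adjusted p = 4.03e-21 from camera and adjusted p = 0.00278 with an estimated correlation). Among them were TNNI3, titin TTN at 6.81 ± 1.03 and MYH7, the beta myosin heavy chain, at 6.41 ± 0.81. The cardiac actin ACTC1 differed by 6.39 (standard error 0.43, adjusted p = 3.41e-09). Sizes against depots near the lowest value are lower bounds, so these genes are not ranked. TNNI3 averaged 10.25 ± 1.34 (SD, n = 5) in epicardial fat and reached at most 2.69 in perirenal fat, and MYH7 averaged 9.41 ± 2.67. CKM was also high in 1 sternal and 3 subcutaneous arrays of this age.

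**Figure D2:**
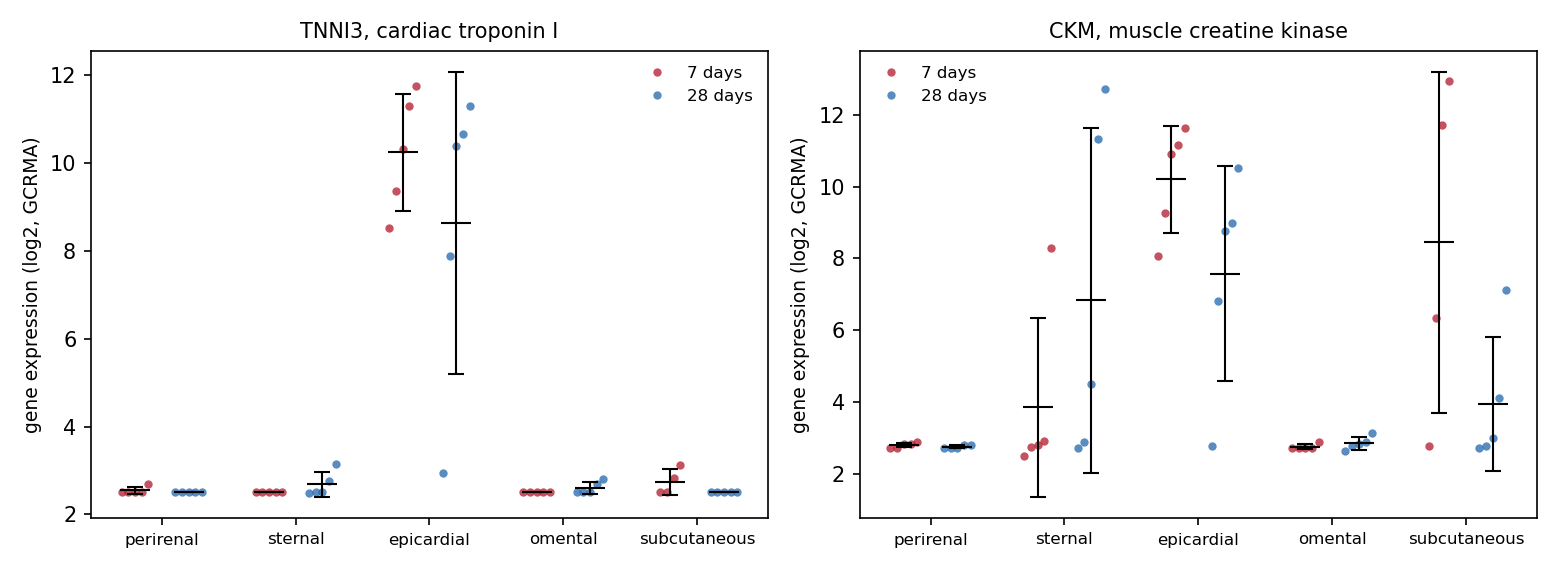
Expression of TNNI3 and CKM (vertical axis, log2, GCRMA) in the 5 depots (horizontal axis). Points are arrays, red at 7 days and blue at 28 days, and bars give the mean ± SD of each group. TNNI3 averages 10.25 in epicardial fat at 7 days, while CKM also reaches 12.9 in a subcutaneous array.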

Module C1.6 had a large transcriptional signature usually found in mature cardiomyocytes, suggesting that these transcripts reflect an advanced stage in cell differentiation^25^. All these findings are in agreement with the known pluripotency of adipose tissue-derived stem cells towards differentiation into cardiac myocyte-like cells or brown adipocytes^26^.

**Figure 5:**
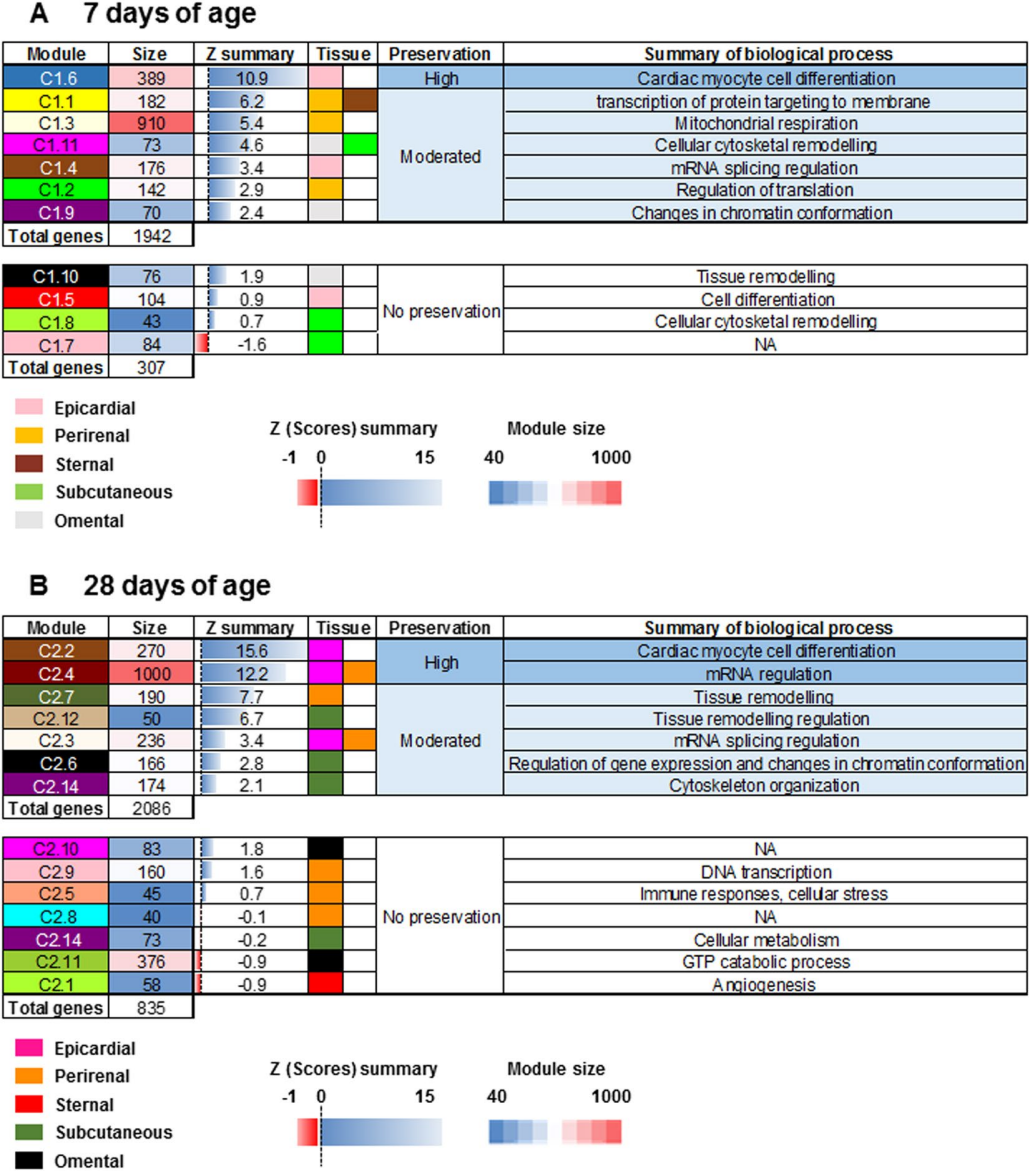
Summary of cross-adipose tissue depot module preservation with age. The test uses a Z score summary of different network properties to determine gene connectivity at (**A**) 7 and (**B**) 28 days of age. Each row represents a module and each column a unique feature of each module including positive alignment with each ME and the number of genes per module. A Z summary value >2 represents a moderately preserved module, and a value >10 provides strong evidence of module preservation.

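ZFHX4 was higher in subcutaneous fat at 7 days by 2.00 (standard error 0.20, adjusted p = 1.15e-05), and CHST13, a chondroitin sulfotransferase gene, by 0.37 ± 0.037. GPM6A, a membrane glycoprotein gene, was lower by -2.05 ± 0.29 and the anthrax toxin receptor gene ANTXR2 by -1.18 ± 0.21. Of 20 measured genes of skeletal muscle 5 were higher and none was lower (12 higher when adjusted over the list alone, adjusted p = 5.2e-14 from camera, adjusted p = 0.103 with an estimated correlation). They included MYH2, a fast myosin heavy chain, at 1.74 ± 0.37, MYOZ1 at 4.03 ± 0.85 and TNNC2 at 4.67 ± 1.09. CKM was 12.9, 6.35 and 11.7 in subcutaneous replicates A, E and G and averaged 8.44 ± 4.75 (SD, n = 4). MYH2, MYOZ1 and TNNC2 lose their call without replicate A or G (adjusted p up to 0.162), 0 of the list are called in limma without replicate A, and 11 without replicate F. Over probe sets with a mean of at least 4, 1 gene of the list was higher. Among 15 measured genes of adipocyte progenitors none was higher and 1, TCF21, was lower, by -1.76 ± 0.32 (0 and 1 when adjusted over the list alone, adjusted p = 0.584 from camera). TCF21 averaged 3.159 in sternal and 3.237 in subcutaneous fat, so its low level was shared with sternal fat. In all 157 (85 higher and 72 lower) probe sets were called, 167 (83 higher and 84 lower) after quantile normalization, and 101 without replicate G.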

Modules, C1.7 and C1.8, both describe transcription events occurring mainly within subcutaneous adipose tissue (Fig. 4A), and contain genes functionally linked to myocyte precursors^26^. These are considered to give rise to brown adipocytes and a subset of white adipocytes populating subcutaneous fat (Supplement: Dataset 5). 

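GPM6A, a marker of mesothelium, was higher in omental fat at 7 days by 2.52 (standard error 0.27, adjusted p = 2.74e-05), the cadherin gene CDH11 by 2.04 ± 0.23 and CCDC80, a matrix protein gene, by 1.10 ± 0.20. Of 34 measured genes of extracellular matrix and fibroblasts 7 were higher and none lower (11 higher when adjusted over the list alone, adjusted p = 3.18e-11 from camera), including decorin DCN at 0.84 ± 0.15 (adjusted p = 0.00523). Of 8 mesothelium genes 3 were higher (3 adjusted over the list alone, adjusted p = 5.27e-05). Genes of respiration were lower, 15 of 54 in oxidative phosphorylation, with COX5A at -0.91 ± 0.16. In the tricarboxylic acid cycle 4 of 13 were lower, with IDH3B at -0.98 (standard error 0.14, adjusted p = 0.000676) and DLAT at -0.97 ± 0.18 (28 and 9 when adjusted over the lists alone, adjusted p = 3.03e-19 and 4.28e-08 from camera). Of 20 genes of carbohydrate metabolism 0 were higher and 0 lower in limma (0 and 1 when adjusted over the list alone, 0 and 2 at an unadjusted p under 0.05, adjusted p = 0.379). Of 24 cytoskeleton genes 1, PFN1, was higher at 0.53 ± 0.13 (3 higher and 1 lower when adjusted over the list alone, adjusted p = 0.083 for a rise, with a median of 0.0063 and a mean of -0.082). PFN1 loses its call without omental replicate A, D, E or G (adjusted p up to 0.129). In limma 0 of 8 macrophage, 0 of 12 lymphocyte and 0 of 10 inflammatory response genes were higher and 0, 0 and 0 lower. These were 0, 0 and 1 higher and 0, 1 and 0 lower when adjusted over the lists alone, with adjusted p = 0.556, 0.695 and 0.967 from camera, the last for a rise with a median of -0.048 and a mean of -0.063. At an unadjusted p under 0.05 they were 1, 0 and 1 higher and 1, 1 and 2 lower.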

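Omental fat differed from the other depots at 7 days in 158 (58 higher and 100 lower) probe sets and in 165 (106 higher and 59 lower) after quantile normalization. After that normalization 10 matrix genes, 3 cytoskeleton genes and 1 macrophage gene were higher. Without omental replicate A, 84 probe sets, 2 matrix genes, 1 mesothelium gene and 0 cytoskeleton genes were called in limma, without replicate C 8 respiratory genes and without replicate G 2 genes of the tricarboxylic acid cycle. Without epicardial replicate E 2 cytoskeleton genes were higher. Without the arrays of other depots with CKM above 4, 4 matrix genes and 0 cytoskeleton genes were higher.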

Finally, we identified modules C1.9, C1.10 and C1.11 that were enriched within omental fat and contained genes linked to carbohydrate metabolism, cytoskeleton composition and tissue remodeling mediated through activation of the immune system (Supplement: Dataset 5)^27^.

### Changes in transcriptional control and its consequences for adipocyte function with age

To address whether the differences in transcriptome regulation identified between depots at 7 days of age had any phenotypical consequences, we generated a second gene co-expression network at 28 days of age. 

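In perirenal fat, 29 of 54 measured genes of oxidative phosphorylation fell from 7 to 28 days and 0 rose (35 lower when adjusted over the list alone, adjusted p = 4.87e-31 from camera), with UQCRC1 at -1.83 ± 0.24 and NDUFV1 at -1.38 ± 0.24. IDH2, a mitochondrial isocitrate dehydrogenase, fell by 1.88 ± 0.47 and USP2, a ubiquitin protease gene, by 2.31 ± 0.31. VEGFA, the growth factor of blood vessels, rose by 1.75 (standard error 0.20, adjusted p = 3.71e-08), thrombospondin THBS4 by 2.04 ± 0.46 and the matrix gene SMOC1 by 1.62 ± 0.20. Of 43 splicing genes 15 rose and 0 fell (18 and 1 when adjusted over the list alone, adjusted p = 2.58e-08). The change with age differed between perirenal and sternal fat for 4 splicing genes, all with a higher change in perirenal fat (11 when adjusted over the list alone, adjusted p = 4.64e-05 from camera, adjusted p = 0.0569 with an estimated correlation), led by SRSF5 at 1.83 ± 0.39. It also differed for 4 matrix genes, all with a lower change in perirenal fat (8 adjusted over the list alone, adjusted p = 3.56e-07 from camera, adjusted p = 0.083 with an estimated correlation), led by COL1A1 at -3.91 (standard error 0.62, adjusted p = 0.000264). Tested over all probe sets, the change with age differed between perirenal and epicardial fat in 23 (9 higher and 14 lower), omental fat in 370 (47 higher and 323 lower), sternal fat in 144 (127 higher and 17 lower) and subcutaneous fat in 209 (49 higher and 160 lower). Against sternal fat 5 of 100 splits of the arrays reached this count, the real one included. Other splits gave up to 197 against epicardial, 267 against sternal and 716 against subcutaneous fat. A split does not hold the strong differences with depot and age fixed, so the splits do not decide on chance for the real counts. After quantile normalization these were 6, 197 (97 higher and 100 lower), 93 (64 higher and 29 lower) and 169 (75 higher and 94 lower). The count against epicardial fat was 5 without epicardial replicate G at 7 days, and 2 matrix genes differed without perirenal replicate G at 7 days. Without the arrays with CKM above 4, 2 splicing genes differed.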

As observed from the PCA analysis, the perirenal depot underwent the greatest shift in gene expression. Four co-expression modules with selective enrichment in that depot were detected, of which the C2.7 module was also enriched in omental fat (Fig. 4C,D). This common module indicates a major metabolic change as perirenal adipose tissue adapts from a heat production depot populated by brown adipocytes to a white fat depot, storing energy as lipid^4,22^. This module contained many genes associated with FA metabolism, including *GHR*, *ABHD5*, *DECR1* and *PPARG* that also regulates adipocyte differentiation (see Supplement: Datasets 4 and 6)^28^. In addition, this module revealed that genes associated with white adipose tissue expansion were co-expressed, including angiogenic genes (*HOXA5*, *HIF1A*) and pre-adipocyte precursor genes (*HOXB6*, *HOXB8*, *HOXB5*; Supplement: Datasets 4 and 6)^29,30^. 

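GHR, the growth hormone receptor, was higher in perirenal fat than in the other depots at 28 days by 1.05 (standard error 0.22, adjusted p = 0.00897) and PPARG, the nuclear receptor that directs adipocyte differentiation, by 0.47 (standard error 0.081, adjusted p = 0.00119). ABHD5, an activator of triacylglycerol lipase, differed by 0.24 (standard error 0.13, adjusted p = 0.447) and DECR1, an enzyme of unsaturated fatty acid oxidation, by 0.51 (standard error 0.19, adjusted p = 0.2), neither past the threshold. In omental fat GHR differed by 0.10 (standard error 0.22, adjusted p = 0.872), and by -0.017 after quantile normalization. ABHD5 differed there by 0.33 (standard error 0.13, adjusted p = 0.153), DECR1 by 0.61 (standard error 0.19, adjusted p = 0.0729) and PPARG by 0.24 (standard error 0.081, adjusted p = 0.104), none past the threshold. Without 1 array, DECR1 passes in omental fat (epicardial replicate J or L or sternal replicate M, adjusted p 0.0433 to 0.0466) and so does ABHD5 (epicardial replicate L, adjusted p = 0.0456). Of 23 measured genes of lipid synthesis and storage, 3 were higher in perirenal fat and none lower (4 higher when adjusted over the list alone, adjusted p = 0.29 from camera). The other was the fatty acid transporter CD36 at 0.66 ± 0.16, which loses its call without perirenal replicate I, K or M (adjusted p up to 0.0903). With age, 3 genes of the list rose and 1 fell in perirenal fat (3 and 1 when adjusted over the list alone, adjusted p = 0.956 for a rise, with a median of -0.003 and a mean of 0.0021), with PPARG at 0.44 ± 0.096, GHR at 1.19 ± 0.27 and ABHD5 at -0.73 ± 0.21, the last not called without perirenal replicate A or J (adjusted p up to 0.107). Of probe sets with a mean of at least 4, 1 rose. Of 14 genes of fatty acid oxidation 1, ACAT1, was higher at 28 days, by 0.49 ± 0.14 (2 when adjusted over the list alone, adjusted p = 0.0236 from camera, adjusted p = 0.158 with an estimated correlation). This call is lost after quantile normalization and without any 1 of 18 of the 25 arrays (adjusted p up to 0.166). Without the arrays with CKM above 4, 1 lipid gene and 0 genes of fatty acid oxidation were called in limma. From the genes shared by perirenal and omental fat, the paper proposes that perirenal fat changes from a heat-producing depot to one that stores lipid.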

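HOXB6 was higher at 28 days in perirenal fat by 2.18 (standard error 0.25, adjusted p = 1.5e-05) and in omental fat by 2.18 (standard error 0.25, adjusted p = 1.74e-05), HOXB7 in omental fat by 0.95 ± 0.13 and HOXC6 in perirenal fat by 1.92 ± 0.12. HOXB8 was higher by 1.42 ± 0.34 in perirenal and 1.22 ± 0.34 in omental fat. These calls are lost without perirenal replicate M or N (adjusted p up to 0.0885) and, in omental fat, after quantile normalization or without epicardial replicate N, omental replicate I, M or N, perirenal replicate J or K or subcutaneous replicate J (adjusted p up to 0.185). HOXB5 differed by 0.99 ± 0.24 in omental fat, lost without omental replicate I (adjusted p = 0.0554), and by 0.46 (standard error 0.24, adjusted p = 0.447) in perirenal fat, which passes without sternal replicate O alone (0.55, adjusted p = 0.0469). HIF1A, the oxygen-regulated transcription factor, was higher in omental fat by 0.53 (standard error 0.13, adjusted p = 0.0167), a call lost without omental replicate J or O (adjusted p up to 0.0635), and differed by 0.18 (standard error 0.13, adjusted p = 0.686) in perirenal fat. No probe set of the table carries the symbol HOXA5. Of 15 measured HOX genes 10 were higher in perirenal and 6 in omental fat, and none was lower (11 and 7 higher when adjusted over the list alone, adjusted p = 2.67e-18 and 0.000247 from camera). In perirenal fat 5 rose and 1 fell with age (7 and 1 when adjusted over the list alone, adjusted p = 0.000333), HOXB6 by 1.62 ± 0.29 and HOXB3 by 1.28 ± 0.10. Among 21 genes of endothelium and angiogenesis 1, VEGFA, was higher in perirenal fat, by 0.98 (standard error 0.16, adjusted p = 0.000837) (1 when adjusted over the list alone, adjusted p = 0.00376). HOX genes called in perirenal fat numbered 3 over probe sets with a mean of at least 4 and 5 without the arrays with CKM above 4. With the replicate number as a fixed effect they numbered 6.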

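CEBPB, a transcription factor of adipogenesis and inflammation, was higher in perirenal fat at 28 days by 0.98 (standard error 0.13, adjusted p = 0.000121), and IRF1, a transcription factor of the interferon response, by 0.40 (standard error 0.063, adjusted p = 0.000661). These were the 2 called genes among 10 measured genes of the inflammatory response, none of which was lower (3 higher when adjusted over the list alone). The list as a whole did not pass the threshold (adjusted p = 0.642 from camera for a rise, with a median of -0.053 and a mean of 0.12). Of 14 genes of endoplasmic reticulum stress 1 was higher and none lower (1 when adjusted over the list alone, adjusted p = 0.282). It was the chaperone gene HSP90B1 at 0.26 ± 0.061, whose call is lost without perirenal replicate I, K or M (adjusted p up to 0.0945). HES1, a target of Notch signalling, was higher by 0.71 ± 0.074 and CSNK2A1, a subunit of casein kinase, by 0.98 ± 0.14, with all perirenal arrays above the others. Over probe sets with a mean of at least 4, 1 inflammatory gene and 0 endoplasmic reticulum genes were higher in limma.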

Other genes enriched in perirenal fat were those in module C2.5, and included transcripts associated with activation of inflammatory responses and endoplasmic reticulum, indicating cellular stress (Supplement: Dataset 6)^27^. The last two modules aligned within this depot, C2.9 and C2.8, had large signatures associated with cell division and mRNA transcriptional regulation, suggesting an increase in cell diversification or differentiation (Fig. 4C and Supplement: Dataset 6)^3,31,32^. Conversely, in sternal fat, these cellular events appeared to be repressed (Supplement: Dataset 2), and the only cluster positively aligned was C2.1, which was enriched with genes indicating chemical or hormonal responsiveness and those leading to tissue angiogenesis (Fig. 5B and Supplement: Dataset 6)^30,33^. 

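SRSF4, a serine/arginine-rich splicing factor, was higher in perirenal fat at 28 days by 0.46 (standard error 0.099, adjusted p = 0.00941) and SRSF1 by 0.43 ± 0.099, the latter not called without perirenal replicate J or K (adjusted p up to 0.0662). Of 43 measured splicing genes these 2 were higher and none was lower (9 higher when adjusted over the list alone, adjusted p = 0.000262 from camera, adjusted p = 0.144 with an estimated correlation). Of 16 measured genes of cell division 0 were higher and 0 lower in limma, and also when adjusted over the list alone (1 and 1 at an unadjusted p under 0.05, adjusted p = 0.348 from camera). Leaving out 1 array gave 1 to 5 splicing genes higher, and 4 were higher over probe sets with a mean of at least 4.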

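RPS7 of the small ribosomal subunit was lower in sternal fat at 28 days by -0.72 (standard error 0.05, adjusted p = 3.58e-09) and RPS9 by -0.54 ± 0.085. Of 48 measured ribosomal protein genes 25 were lower and 2 higher (28 and 2 when adjusted over the list alone, adjusted p = 0.00358 from camera, adjusted p = 0.657 with an estimated correlation). Of 25 translation initiation genes 8 were lower (10 adjusted over the list alone, adjusted p = 0.203 from camera), and of 16 cell division genes 1, MCM5, at -0.67 ± 0.13 (1 adjusted over the list alone, adjusted p = 0.899 from camera). Of 21 genes of endothelium and angiogenesis 5 were lower and none higher (5 lower when adjusted over the list alone, adjusted p = 0.647 from camera). Among them were NRP1, a receptor of vascular endothelial growth factor, at -0.62 (standard error 0.16, adjusted p = 0.0085) and VWF, a protein of endothelial cells, at -0.35 ± 0.098. Of 20 skeletal muscle genes 7 were higher (12 when adjusted over the list alone, adjusted p = 3.25e-11 from camera, adjusted p = 0.174 with an estimated correlation). The skeletal actin ACTA1 was higher by 0.99 ± 0.33, not called without sternal replicate J or O (adjusted p up to 0.163), in which CKM was 12.7 and 11.3. Quantile normalization ended the calls of MCM5, NRP1 and VWF (adjusted p = 0.0826, 0.376 and 0.145) and gave 6 ribosomal genes higher and 7 lower, 1 endothelial gene higher and 0 lower, and 2 cell division genes higher and 0 lower. Without sternal replicate J 15 ribosomal genes were lower and 0 muscle genes higher in limma, and without the arrays with CKM above 4, 1 endothelial gene was lower, 1 higher and 0 cell division genes were lower.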

As observed at 7 days, the epicardial adipose tissue also exhibited modules enriched with genes with a large genetic signature associated with cardiomyocyte cell differentiation such as module C2.2 (Fig. 5B)^26^.

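ANK3, an ankyrin of the membrane skeleton, was higher in epicardial fat at 28 days by 3.39 (standard error 0.33, adjusted p = 9.61e-07), CDH2 by 3.55 ± 0.39 and FGF13 by 2.26 ± 0.19, with all 5 arrays above those of the other depots. Of 26 measured genes of cardiac muscle 11 were higher and 0 lower (16 and 1 when adjusted over the list alone, adjusted p = 5.14e-15 from camera and adjusted p = 0.042 with an estimated correlation). TNNI3 differed by 6.05 ± 0.73, MYH7 by 5.54 ± 0.92 and ACTC1 by 4.97 ± 0.67. TNNI3 averaged 8.63 ± 3.44 (SD, n = 5), since replicate I held the cardiac list at 2.87 on average. In the other depots its SD was 0.00377 to 0.284, so the pooled standard error understates the epicardial spread. Of 15 HOX genes 6 were lower and none was higher (8 lower when adjusted over the list alone, adjusted p = 3.94e-19), including HOXB6 at -2.81 ± 0.25 and HOXC4 at -1.43 ± 0.17. Without replicate I 15 cardiac genes were higher, without replicate J 6, and 6 over probe sets with a mean of at least 4. With the replicate number as a fixed effect 6 were higher.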

Modules C2.10 and C2.11 showed significant relationships in omental adipose tissue (Fig. 4C,D)^32^, and exhibited over-representation of transcripts linked to the balance between anabolic and catabolic pathways occurring in mature adipocytes (Supplement: Dataset 6)^34^. 

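PICALM, a clathrin assembly gene, was higher in omental fat at 28 days by 1.39 ± 0.23 and FNDC3B, a gene of adipocyte differentiation, by 1.05 ± 0.20, while THBS4 was lower by -1.74 ± 0.36 and the kinase gene JAK1 by -1.05 ± 0.093. Of 23 measured genes of lipid synthesis and storage 5 were higher and none was lower (8 higher when adjusted over the list alone, adjusted p = 0.0131 from camera, adjusted p = 0.344 with an estimated correlation). SCD, the stearoyl-CoA desaturase, differed by 1.32 (standard error 0.37, adjusted p = 0.0385), the elongase ELOVL6 by 1.18 ± 0.34, CD36 by 0.60 ± 0.16 and the fatty acid synthase FASN by 0.31 ± 0.075. Of 20 genes of carbohydrate metabolism 1, PGD of the pentose phosphate pathway, was higher, by 0.45 ± 0.13, and none was lower (1 when adjusted over the list alone, adjusted p = 0.832 from camera). Without omental replicate O, SCD, ELOVL6, CD36 and FASN lost their calls and 0 genes of the lipid list were called in limma, and after quantile normalization these genes and PGD lost theirs (adjusted p up to 0.176, 0.206, 0.102, 0.305 and 0.185 in the order named). SCD also lost its call without any 1 of 10 further arrays, ELOVL6 of 13, CD36 of 3 and PGD of 14 arrays. Without the arrays of other depots with CKM above 4, 1 lipid gene and 0 carbohydrate genes were higher, and over probe sets with a mean of at least 4, 3 and 0.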

Finally, in subcutaneous adipose tissue, most genes were assigned to modules C2.12, C2.13 and C2.14 and these were associated with cell differentiation, growth and remodelling^30^.

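IGFBP5, which binds insulin-like growth factors, was higher in subcutaneous fat at 28 days by 1.41 (standard error 0.20, adjusted p = 0.00022), the collagen receptor DDR2 by 1.35 ± 0.17 and TENT5A by 1.65 ± 0.15. The lipoprotein receptor VLDLR was lower by -1.30 ± 0.16. Of 34 measured genes of extracellular matrix and fibroblasts 9 were higher and none was lower (13 higher when adjusted over the list alone, adjusted p = 5.33e-07 from camera, adjusted p = 0.147 with an estimated correlation). Among them were periostin POSTN at 1.48 ± 0.26, TIMP2 at 1.45 ± 0.21 and COL1A1 at 1.77 ± 0.39, the last not called without subcutaneous replicate M (adjusted p = 0.065). Among 15 genes of adipocyte progenitors TCF21 was lower, by -2.27 ± 0.14, and 2 were higher (1 and 2 when adjusted over the list alone, adjusted p = 0.597 from camera). The latter were KLF4 at 0.67 ± 0.18 and PDGFRA at 0.36 ± 0.093, both lost after quantile normalization. KLF4 is also lost without any 1 of 15 of the 25 arrays (adjusted p up to 0.183) and PDGFRA without subcutaneous replicate H, M or N (adjusted p up to 0.142). The differences of TCF21 and COL1A1 do not mark subcutaneous fat alone. TCF21 averaged 2.865 in sternal and 3.475 in subcutaneous fat at 28 days, and COL1A1 11.61 and 11.37. Of 24 cytoskeleton genes 0 were higher and 0 lower in limma (0 and 0 when adjusted over the list alone, 2 and 1 at an unadjusted p under 0.05, adjusted p = 0.312). CKM was 7.11 in replicate J and 4.11 in replicate M, and without the arrays with CKM above 4, 4 matrix genes were higher. With the replicate number as a fixed effect the count of higher matrix genes fell by more than 1.5 times, and neither KLF4 nor PDGFRA was called.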

### Changes in gene networks represent functional adaptations of different adipose depots during development

To explore the biological relevance of each module in more detail, we applied a statistical approach based on a series of random permutations between datasets. This enabled us to find evidence of similarities and differences in the network topology at both ages. We found that the majority of genetic interactions persisted at both ages (Fig. 5A,B). 

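Of the probe sets higher in epicardial fat, 344 at 7 and 281 at 28 days, 116 were called at both ages where unrelated lists would share 9.41 (Fisher's exact test, p = 2.44e-101), CDH2 and TNNI3 among them. Of those lower 17 were called at both, HOXC6, HOXC4 and HOXB6 included, against 0.375 by chance. For perirenal fat 41 higher probe sets were called at both ages (13.5 by chance) and 12 lower ones (0.268). Omental fat shared 25 higher (2.76 by chance) and 3 lower (0.360), with 6 lower at 7 days and higher at 28 days. Subcutaneous fat shared 11 higher, ZFHX4 among them (2.19 by chance), and 7 lower (0.329). In sternal fat 0 higher probe sets were shared in limma and 8 turned to lower at 28 days, while 46 lower ones were shared (17.5 by chance). Across all probe sets the profiles of depots at 7 days correlated with those of the same depot at 28 days with a mean r of 0.383, 0.816 in epicardial, 0.527 in perirenal, 0.311 in omental, 0.169 in sternal and 0.0912 in subcutaneous fat. Of the 120 assignments of depots 3 gave a mean as high, the real one included (exact permutation p = 0.025). The highest mean, 0.404, exchanged sternal and subcutaneous fat. Subcutaneous fat at 7 days correlated more with sternal fat at 28 days (0.324) than with its own depot, and sternal fat at 7 days more with perirenal fat (0.310). The correlations run across probe sets, which are not independent replicates, and depots of an age are compared with each other, so that their lists are not independent.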

At 7 days, 86.4% of all the genes were allocated to a conserved module, including module C1.2 which was enriched with mitochondrial genes such *UCP1* (Fig. 5A). Gene ontology analysis of the four non-conserved modules showed that they all shared functional similarities associated with early stages of cell differentiation and adipose tissue remodelling^30^. At 28 days, 71.4% of all the genes were allocated to a conserved module within the network. The gene ontogeny enrichment analysis from these conserved modules revealed metabolic and transcriptomic processes associated with mature adipocyte function which mainly involve lipid metabolism, immune responses and tissue remodeling (Fig. 5B).

### Functional assessment of changes in transcriptional architecture

In order to evaluate the potential impact of the transcriptional differences between adipose depots, we performed lipidomic and gene expression analyses on perirenal and sternal fat at 28 days of age in offspring of mothers who consumed a diet supplemented with 3% canola oil. By this point of lactation milk from supplemented mothers had developed an altered FA profile without changes in the total fat content. Besides, the maternal nutritional supplementation had no effect on growth or body weight and of the offspring. Features of the FA profile that had changed in relation to the control group according to predictions included the statistically significantly lowered proportion of linoleic acid and a lowered omega-6/omega-3 FA ratio (Supplement: Dataset 7 and Supplement: Fig. 1). The supplemented milk exhibited similar omega 3 FAs but a lower arachidonic (C20:4n6) and γ-linolenic FA (C18:3n6) content. Dietary supplementation produced a localised change in the lipidome of perirenal fat (Supplement: Dataset 8 and Supplement: Fig. 2). Overall, the intervention led to differences in the relative abundance of 28 day perirenal adipose tissue spectrometry lipid masses. Amongst those that we were able to identify, we observed decreased proportions of phosphatidylcholines (PC; a major constituent of cell membranes) and long chain FAs (carbon chain length >20). In contrast, in sternal adipose tissue, there were no differences in lipid composition between the intervention and control groups at 28 days of age. Overall, microarray analyses of both fat depots revealed that only the genome of perirenal fat responded to the nutritional intervention. Data mining (Supplement: Dataset 9) results thus showed a significant increase in the expression of only 4 genes. Interestingly, when comparing the most differentially regulated genes, effects of the intervention on the down regulation of *NR3C1* were highlighted. This gene encodes for the glucocorticoid receptor and is directly associated with inflammatory responses, cellular proliferation, lipid metabolism, cell differentiation and more importantly the modulation of thermogenesis in brown fat^35,36^. Potentially, due to the relatively short duration of intervention and/or by modest amount of canola oil added to the diet, we could not observe substantial changes in UCP1. Taken together, these results demonstrate that the cellular architecture of perirenal fat is unique among fat depots in that it can undergo pronounced remodeling and is sensitive even to a modest nutritional stimulus.

## Discussion

We have shown profound differences in gene expression profiles between the major fat depots in sheep through early postnatal life, coincident with the transition from brown to white fat depots^3^. The developmental changes markedly differed between depots despite them showing a similar macroscopic morphology at each developmental age. For example, at 28 days when in sheep fat is considered primarily white^3^, each adipose depot kept a distinct expression profile. This appeared to determine its capacity to respond to modification of the composition of the mother’s milk. Adipose tissue has been considered a metabolic organ with important functions beyond lipid storage but the extent to which this varies between depots especially during development is largely unexplored. Our new data support the concept that adipose tissue functions not as one metabolic organ, but as several autonomic organs which appear to have distinct functions^32^.

By using a computer-assisted supervised learning algorithm, we demonstrate that during postnatal development each fat depot contains a transcriptome which forms dynamic networks with unique sets of genes^8^. Over time these gene networks can undergo profound reorganisation by accommodating novel members and/or losing some of their original components^8^. Whilst ontogenic plasticity can be driven entirely by intrinsic factors, survival value in fluctuating environments can be enhanced by responsiveness to extrinsic factors^3^. However, both types of plasticity are prone to error and maladaptation which can ultimately lead to obesity, increasingly threatening metabolic health^1^. Understanding how environmental factors, particularly during early life, interfere with pathways of energy utilisation or storage is one of the most important intermediate goals in obesity prevention. By examining the postnatal development of adipose tissue through gene network analysis, we have been able to construct novel biological interpretations^8^ specific to each fat depot over the period when any large mammal needs to respond to environmental, nutritional and physiological challenges^3^. We, therefore, explored dynamic changes in gene regulation and identified the main regulatory relationships. These have crucial regulatory roles so each separate adipose tissue depot can differentiate and adapt, potentially enabling the different genes involved to modulate metabolic homeostasis^32^. Despite recent efforts to elucidate the cellular and transcriptome composition of different fat depots^4,23^, the influence of genetic, endocrine or environmental factors on fat development remains largely unknown. However, in our study we observed that the co-expression modules within networks show a depot-specific pattern enriched with genes performing specific functions.

Studies on adipose tissue function during early postnatal life have mostly focused on explaining the loss of genes associated with cellular thermogenesis, especially *UCP1*^3^. Our comparison between the three depots enriched with brown adipocytes suggests the existence of different networks in the regulation of mitochondrial activity^5^. The expression of mRNA is regulated by a balance between transcription and mRNA degradation, and the C1.2 module captures this complexity in the control of UCP1^37^. We found transcription factors that stimulate a cell’s transition from myoblastic precursors to brown fat cells, including C/EBPβ and EP300^22,38^. 

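CEBPB, which encodes C/EBPβ, was higher in perirenal fat at 7 days by 0.54 (standard error 0.11, adjusted p = 0.0074). EP300, a histone acetyltransferase and coactivator, differed by 0.18 (standard error 0.095, adjusted p = 0.324) at 7 days, which does not pass the threshold. At 28 days it differed by 0.27 (standard error 0.075, adjusted p = 0.0441), a call lost after quantile normalization and when any 1 of 14 of the 25 arrays is left out (adjusted p up to 0.191).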

Other members of this module were EIF4B, EIF4G3, EIF3D and EIF3G, known transcriptional factors that downregulate mRNA transcription of UCP1 in response to raised temperature^39^. 

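Of 25 measured genes of translation initiation 2 were higher in perirenal fat at 7 days and none was lower (2 higher when adjusted over the list alone, adjusted p = 0.732 from camera). EIF3K, a subunit of initiation factor eIF3, differed by 0.45 (standard error 0.078, adjusted p = 0.00137) and EIF3D, another, by 0.37 (standard error 0.10, adjusted p = 0.0376). The latter is not called without epicardial replicate D, omental replicate G, perirenal replicate A, B, C or D or subcutaneous replicate G (adjusted p up to 0.128). EIF4B differed by 0.24 (standard error 0.16, adjusted p = 0.48) and EIF3G by 0.27 (standard error 0.12, adjusted p = 0.2), neither past the threshold, and no probe set of the table carries the symbol EIF4G3. With age EIF4B, EIF3D and EIF3G fell in perirenal fat by 0.49 ± 0.16, 0.48 ± 0.12 and 0.38 ± 0.11. These falls are not called for EIF4B without perirenal replicate A, B, C or G at 7 days or perirenal replicate I, J, M or N at 28 days (adjusted p up to 0.114) and for EIF3G without perirenal replicate A or D (adjusted p up to 0.0786). Without the arrays of other depots with CKM above 4, 1 gene of the list was higher.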

We also found a large number of ribosomal proteins co-expressed with UCP1 that are similarly regulated, including RPS5 and RPS9. These comprise part of the original mitochondrial protein assembly machinery^40^. 

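RPS9 fell in perirenal fat from 7 to 28 days by 0.55 ± 0.11 and in sternal fat by 0.92 ± 0.11 (adjusted p = 0.000495 and 9.49e-08). At 7 days RPL36, RPL14 and RPL35A of the large subunit were higher in perirenal fat than in the other depots, by 0.37 ± 0.10, 0.37 ± 0.091 and 0.37 ± 0.10. The call of RPL36 is lost without perirenal replicate A, C, D or G (adjusted p up to 0.101). That of RPL14 is lost after quantile normalization or without perirenal replicate G (up to 0.0651). That of RPL35A is lost after quantile normalization or without perirenal replicate A, B or C or epicardial replicate D (up to 0.197).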

UCP1 is also regulated by AU-rich elements, which are mRNA binding proteins^37^. 

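ZFP36L1, which binds AU-rich elements of mRNA, differed between perirenal fat and the other depots at 7 days by 0.22 (standard error 0.24, adjusted p = 0.732) and DHX32, an RNA helicase gene, by 0.29 (standard error 0.11, adjusted p = 0.16). Neither difference passes the threshold, although DHX32 does without sternal replicate F (adjusted p = 0.0413). UCP1 was called in the same comparison, which does not test co-expression across arrays.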

In humans, it has been estimated that less than 8% of genes are regulated in this manner, raising the possibility that mRNA binding proteins such as ZFP36L1 and DHX32 co-expressed with UCP1 could potentially degrade this gene^37,41^. ZFP36L1 specifically binds at its 3′-UTR mRNA site and recruits the Cnot7-Tob-BRF1 axis, resulting in mRNA destabilisation^41^. These genes are co-regulated with multiple transcripts involved in energy metabolism and mRNA transcription allocated to the C1.1 and C1.3 modules, which are both related to the functional changes observed in perirenal fat up to 28 days of age.

Another novel finding is the relationship between epicardial adipose tissue and genes associated with cardiomyocyte cell differentiation^24^. Cardiomyocytes rapidly differentiate and proliferate during fetal life, but exit the cell cycle soon after birth, limiting the ability of the heart to restore function after any significant injury^26^. There are reservoirs of multipotent stem cells in most fat depots which can differentiate *in vitro* into brown adipocytes and also, as observed, into cardiomyocytes^25^. As shown in Fig. 5, the highest biologically expressed genes were those of cardiac myocytes in epicardial fat cells in module C1.6 at 7 and module C2.2 at 28 days, respectively. One pathway to brown adipocyte differentiation is through chronic adrenergic stress, as observed in rodents after prolonged cold exposure^39^ and in patients with severe skin burn injuries^42^. We have previously observed that epicardial fat maintains a significant number of brown adipocytes, in children with congenital heart disease^43^. It is, therefore, possible that the fate of these multipotent stem cells, or their ability to differentiate into other cell types, could be regulated by specific growth factors supporting normal physiological development or enabling them to respond to disease^24,43^.

Our study confirms that the perirenal and sternal depots follow different development patterns^20^. Although *UCP1* expression ceases in both depots with age, only perirenal fat exhibits the major hallmarks of white adipose tissue development^7^. This insight was further substantiated by the observation that, when offspring consumed milk from mothers that had received a 3% supplement of canola oil, only the cellular lipidome of the perirenal adipose tissue was modified. This was accompanied with the retention of UCP1 up to 28 days of age, that is likely to be mediated by differences in milk lipid profiles found between control and intervention groups. 

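UCP1 fell in perirenal fat from 7 to 28 days by 3.37 ± 0.36 (adjusted p = 1.14e-08) and in sternal fat by 1.56 ± 0.36 (adjusted p = 0.00376), to means of 2.90 to 2.91 in all 5 depots at 28 days, near the lowest signal, so that the size of each fall restates the level at 7 days. The difference between the depots in this fall, -1.81 (standard error 0.51, adjusted p = 0.063), does not pass the threshold, but does without perirenal replicate B or D or sternal replicate F or G at 7 days (adjusted p 0.024 to 0.0421). The SD of UCP1 in perirenal fat was 1.12 at 7 and 0.0507 at 28 days, and the pooled standard errors understate the former. These are RNA signals in arrays not split by diet. They do not address the UCP1 protein that the paper reports by diet group, nor its staining in epicardial fat at 28 days. Of 21 thermogenic genes 5 fell in perirenal fat and 4 in sternal fat, and none rose (5 and 5 lower when adjusted over the list alone, adjusted p = 0.00186 and 0.0762 from camera), with PPARGC1A at -2.44 ± 0.33 in perirenal fat. At 28 days 4 of 23 genes of lipid synthesis and storage were higher in perirenal than in sternal fat and none was lower (4 higher when adjusted over the list alone, adjusted p = 0.7). PPARG was among them at 0.68 (standard error 0.10, adjusted p = 0.000136). The count was 1 after quantile normalization or without the arrays with CKM above 4. In sternal fat 2 genes of that list fell, SCD by 2.47 ± 0.55 and ABHD5, which fell in perirenal fat too, by 1.18 ± 0.21, and none rose (2 lower when adjusted over the list alone, adjusted p = 0.379). Of 34 matrix genes 15 rose and 0 fell (20 and 1 when adjusted over the list alone, adjusted p = 7.22e-16). Without sternal replicate N at 28 days, 2 thermogenic genes fell and 9 matrix genes rose in sternal fat. Without the arrays with CKM above 4, 1 thermogenic gene fell there, and over probe sets with a mean of at least 4, 3 fell in perirenal fat.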

Supplementation of canola oil in the maternal diet did not have a direct effect on omega 3, but limited the accretion of two omega 6 FAs, γ-linolenic acid (C18:3n6) and more significantly of arachidonic acid (C20:4n6). This essential FA is metabolized by a transcellular process using cyclooxygenases to induce prostaglandin synthesis, thus triggering a pro-inflammatory response^44^. The changes in arachidonic acid in perirenal adipose tissue may explain in part the differences in membrane architecture and the up-regulation of genes related to inflammation between groups. Downstream, we observed that these changes in FA milk profiles were accompanied with reduced NR3C1 gene expression in perirenal fat. This is the transcript of the type 2 glucocorticoid receptor mRNA, which is important in regulating the actions of glucocorticoids in most tissues^3^. Furthermore, glucocorticoids are not only necessary for adipocyte differentiation they also modulate thermogenesis in a species and depot specific manner^35^. Taken together, our observations suggest that differences in the tissue microenvironment, possibly dictated by nearby endocrine organs such as the adrenals, determine changes in the metabolic/phenotypic characteristics of existing fat cells^6,32^.

In conclusion, adipose tissue depots differ dramatically in terms of their gene expression signature, differentiation ability, cellular composition, and capacity to respond to local environmental stimuli^45^. Perirenal adipose tissue shows the greatest propensity to differentiate and respond to an external stimulus. In contrast, fat depots such as sternal and epicardial do not exhibit an adipogenic profile and would therefore, complete their normal programmed development. The data presented here suggest that microarray gene expression in combination with advanced data analytic tools provide a robust and accurate approach for producing adipose depot-specific gene signatures. Moreover, this approach could enhance our ability to identify and manipulate specific characteristics of adipose tissue in different anatomical locations.

## Electronic supplementary material

Supplementary Figures and Information

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Dataset 7

Dataset 8

Dataset 9

## References

[1] Gregg EW, Shaw JE (2017). Global Health Effects of Overweight and Obesity. N Engl J Med.

[2] Spalding KL (2008). Dynamics of fat cell turnover in humans. Nature.

[3] Symonds ME, Pope M, Budge H (2015). The Ontogeny of Brown Adipose Tissue. Annu Rev Nutr.

[4] Rockstroh D (2015). Direct evidence of brown adipocytes in different fat depots in children. Plos One.

[5] Claussnitzer M (2015). FTO Obesity Variant Circuitry and Adipocyte Browning in Humans. N Engl J Med.

[6] Lotta LA (2017). Integrative genomic analysis implicates limited peripheral adipose storage capacity in the pathogenesis of human insulin resistance. Nat Genet.

[7] Gesta S, Tseng YH, Kahn CR (2007). Developmental origin of fat: tracking obesity to its source. Cell.

[8] Barabasi AL, Oltvai ZN (2004). Network biology: understanding the cell’s functional organization. Nat Rev Genet.

[9] Welter KC (2016). Canola Oil in Lactating Dairy Cow Diets Reduces Milk Saturated Fatty Acids and Improves Its Omega-3 and Oleic Fatty Acid Content. Plos One.

[10] Pope M, Budge H, Symonds ME (2014). The developmental transition of ovine adipose tissue through early life. Acta Physiol (Oxf).

[11] Mostyn A (2003). Ontogeny and nutritional manipulation of mitochondrial protein abundance in adipose tissue and the lungs of postnatal sheep. Br J Nutr.

[12] Wettenhall JM, Smyth GK (2004). limmaGUI: a graphical user interface for linear modeling of microarray data. Bioinformatics.

[13] Ma C, Xin M, Feldmann KA, Wang X (2014). Machine learning-based differential network analysis: a study of stress-responsive transcriptomes in Arabidopsis. Plant Cell.

[14] Breiman L (2001). Random Forests. Machine Learning.

[15] Oldham MC, Horvath S, Geschwind DH (2006). Conservation and evolution of gene coexpression networks in human and chimpanzee brains. Proc Natl Acad Sci USA.

[16] Wang J, Duncan D, Shi Z, Zhang B (2013). WEB-based GEne SeT AnaLysis Toolkit (WebGestalt): update 2013. Nucleic Acids Res.

[17] Bligh EG, Dyer WJ (1959). A rapid method of total lipid extraction and purification. Can J Biochem Physiol.

[18] Kovacs A, Funke S, Marosvolgyi T, Burus I, Decsi T (2005). Fatty acids in early human milk after preterm and full-term delivery. J Pediatr Gastroenterol Nutr.

[19] Ravipati S, Baldwin DR, Barr HL, Fogarty AW, Barrett DA (2015). Plasma lipid biomarker signatures in squamous carcinoma and adenocarcinoma lung cancer patients. Metabolomics.

[20] Henry BA (2017). Ontogeny and Thermogenic Role for Sternal Fat in Female Sheep. Endocrinology.

[21] Saroha V (2017). Tissue cell stress response to obesity and its interaction with late gestation diet. Reprod Fertil Dev.

[22] Kajimura S (2009). Initiation of myoblast to brown fat switch by a PRDM16-C/EBP-beta transcriptional complex. Nature.

[23] Lidell ME (2013). Evidence for two types of brown adipose tissue in humans. Nat Med.

[24] Liu Q (2014). Epicardium-to-fat transition in injured heart. Cell Res.

[25] Boheler KR (2002). Differentiation of pluripotent embryonic stem cells into cardiomyocytes. Circ Res.

[26] Yamada Y, Wang XD, Yokoyama S, Fukuda N, Takakura N (2006). Cardiac progenitor cells in brown adipose tissue repaired damaged myocardium. Biochem Biophys Res Commun.

[27] Lu C, Kumar PA, Fan Y, Sperling MA, Menon RK (2010). A novel effect of growth hormone on macrophage modulates macrophage-dependent adipocyte differentiation. Endocrinology.

[28] Rajakumari S (2013). EBF2 determines and maintains brown adipocyte identity. Cell Metab.

[29] Cantile M, Procino A, D’Armiento M, Cindolo L, Cillo C (2003). HOX gene network is involved in the transcriptional regulation of *in vivo* human adipogenesis. J Cell Physiol.

[30] Park YK (2013). Hypoxia-inducible factor-2alpha-dependent hypoxic induction of Wnt10b expression in adipogenic cells. J Biol Chem.

[31] Lee YH, Petkova AP, Granneman JG (2013). Identification of an adipogenic niche for adipose tissue remodeling and restoration. Cell Metab.

[32] Macotela Y (2012). Intrinsic differences in adipocyte precursor cells from different white fat depots. Diabetes.

[33] Sharkey D (2009). Impact of early onset obesity and hypertension on the unfolded protein response in renal tissues of juvenile sheep. Hypertension.

[34] Pietilainen KH (2011). Association of lipidome remodeling in the adipocyte membrane with acquired obesity in humans. Plos Biol.

[35] Lu NZ (2006). International Union of Pharmacology. LXV. The pharmacology and classification of the nuclear receptor superfamily: Glucocorticoid, mineralocorticoid, progesterone, and androgen receptors. Pharmacol Rev.

[36] Ramage LE (2016). Glucocorticoids Acutely Increase Brown Adipose Tissue Activity in Humans, Revealing Species-Specific Differences in UCP-1 Regulation. Cell Metab.

[37] Takahashi A (2015). Post-transcriptional Stabilization of Ucp1 mRNA Protects Mice from Diet-Induced Obesity. Cell Rep.

[38] Vargas D (2016). Regulation of human subcutaneous adipocyte differentiation by EID1. J Mol Endocrinol.

[39] van Breukelen F, Sonenberg N, Martin SL (2004). Seasonal and state-dependent changes of eIF4E and 4E-BP1 during mammalian hibernation: implications for the control of translation during torpor. Am J Physiol Regul Integr Comp Physiol.

[40] Maier UG (2013). Massively convergent evolution for ribosomal protein gene content in plastid and mitochondrial genomes. Genome Biol Evol.

[41] Adachi S (2014). ZFP36L1 and ZFP36L2 control LDLR mRNA stability via the ERK-RSK pathway. Nucleic Acids Res.

[42] Sidossis LS (2015). Browning of Subcutaneous White Adipose Tissue in Humans after Severe Adrenergic Stress. Cell Metab.

[43] Ojha S (2016). Gene pathway development in human epicardial adipose tissue during early life. JCI Insight.

[44] Smith WL, Song I (2002). The enzymology of prostaglandin endoperoxide H synthases-1 and -2. Prostaglandins Other Lipid Mediat.

[45] Lee YH, Kim SN, Kwon HJ, Granneman JG (2017). Metabolic heterogeneity of activated beige/brite adipocytes in inguinal adipose tissue. Sci Rep.

# Supplementary material for: Transcriptional analysis of adipose tissue during development reveals depot-specific responsiveness to maternal dietary supplementation
**Source:** Sci Rep. 2018 Jun 25;8:9628. doi: 10.1038/s41598-018-27376-3
**Supplement:** Supplementary file 1 — Supplementary Figures and Information

**Transcriptional analysis of adipose tissue during development reveals depot-specific responsiveness to maternal dietary supplementation**

Authors: Hernan P Fainberg, Mark Birtwistle, Reham Alagal, Ahmad Alhaddad, Mark Pope, Graeme Davies, Rachel Woods, Castellanos Marcos, May Sean T, Catharine A. Ortori, David A. Barrett, Viv Perry, Frank Wiens, Bernd Stahl, Eline van der Beek, Harold Sacks, Helen Budge, and Michael E Symonds

**Supplement figures and supplementary legends**

Figure S1. Heat maps and principal component analysis of maternal milk fatty acid profiles

A) Heat maps and dendrograms visualizing the hierarchical clustering results (average linkage, Euclidean distance metric) found in the milk from control and diet intervention groups. Rows correspond to different fatty acids and coloured top rectangles indicate the corresponding group. The fatty acid mole percentiles were transformed to a z-score and specified by a colour code, with red representing high percentiles and blue low percentiles. B) Principal component analysis (PCA) plots represent all milk sample analysed in this study. The pink light circles are representing the control group and the dark pink rectangles represent the intervention group.

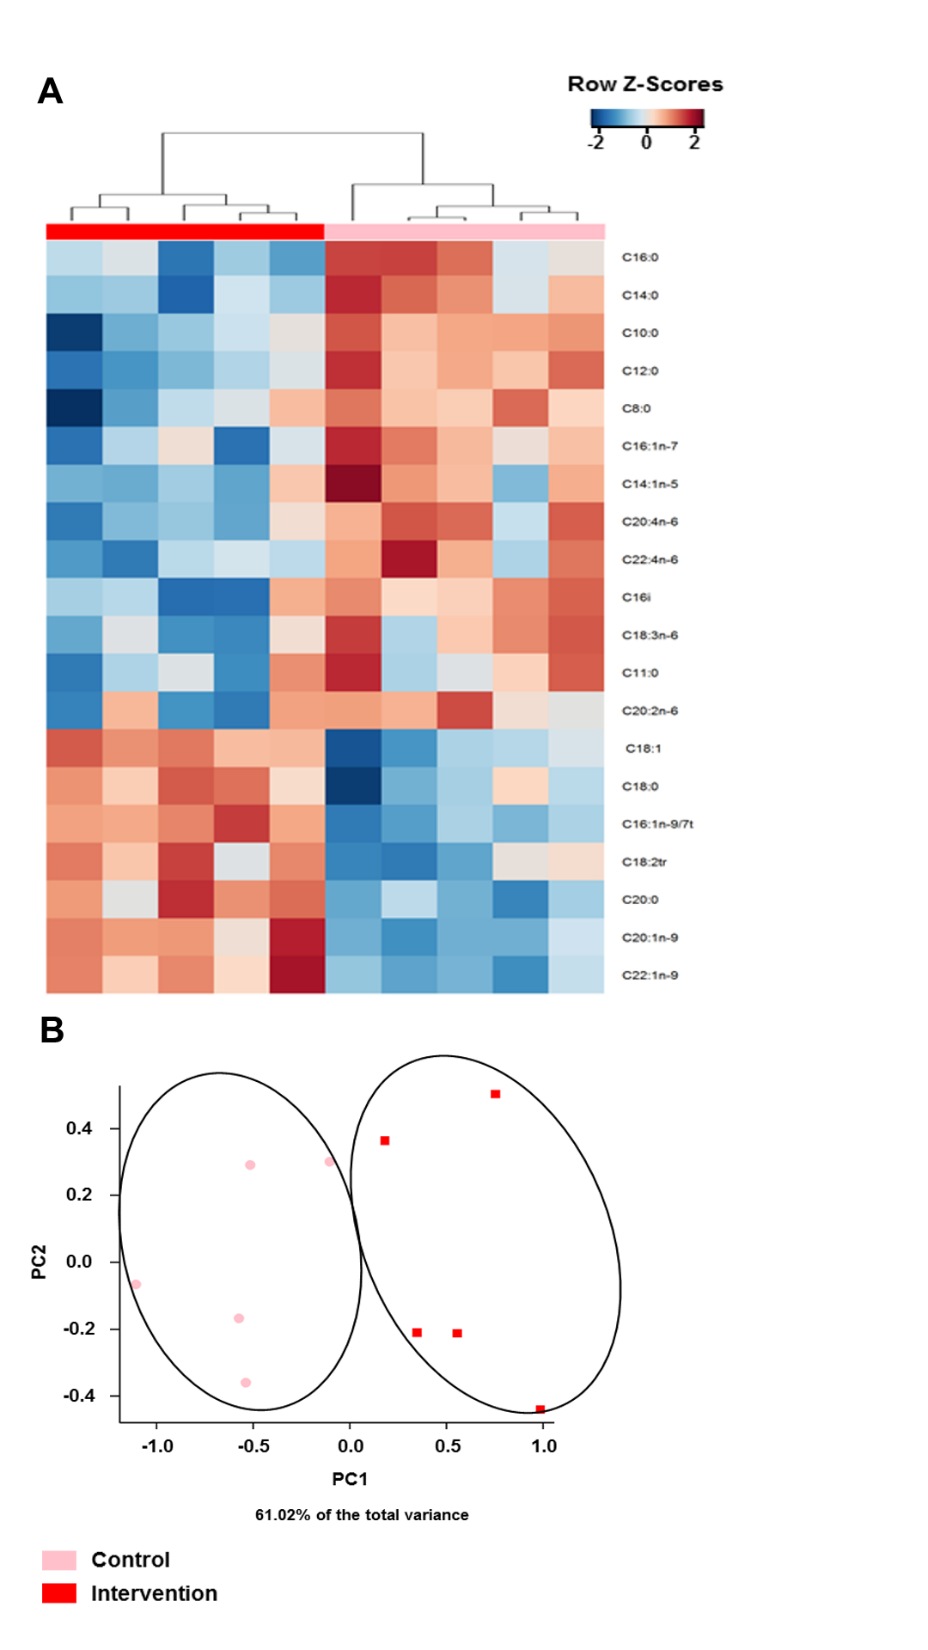

Figure S2. Comparison of gene expression analysis in perirenal adipose tissue between control and diet intervention offspring groups.

A) Heat map and unsupervised hierarchical clustering dendrogram for the top 100 differentially expressed gene transcript comparisons identified in microarray analyses of perirenal adipose tissue samples from control (dark yellow, n = 5), and maternal diet intervention (brown, n =5) offspring (average linkage, Euclidean distance metric; eBayes moderated t statistics, q < 0.05). Gene expression was transformed to a Z score. Blue indicates an increase and red a decrease in gene expression by age. B) Principal component analysis (PCA) of gene expression patterns for individual genomic interactions between both groups of offspring.

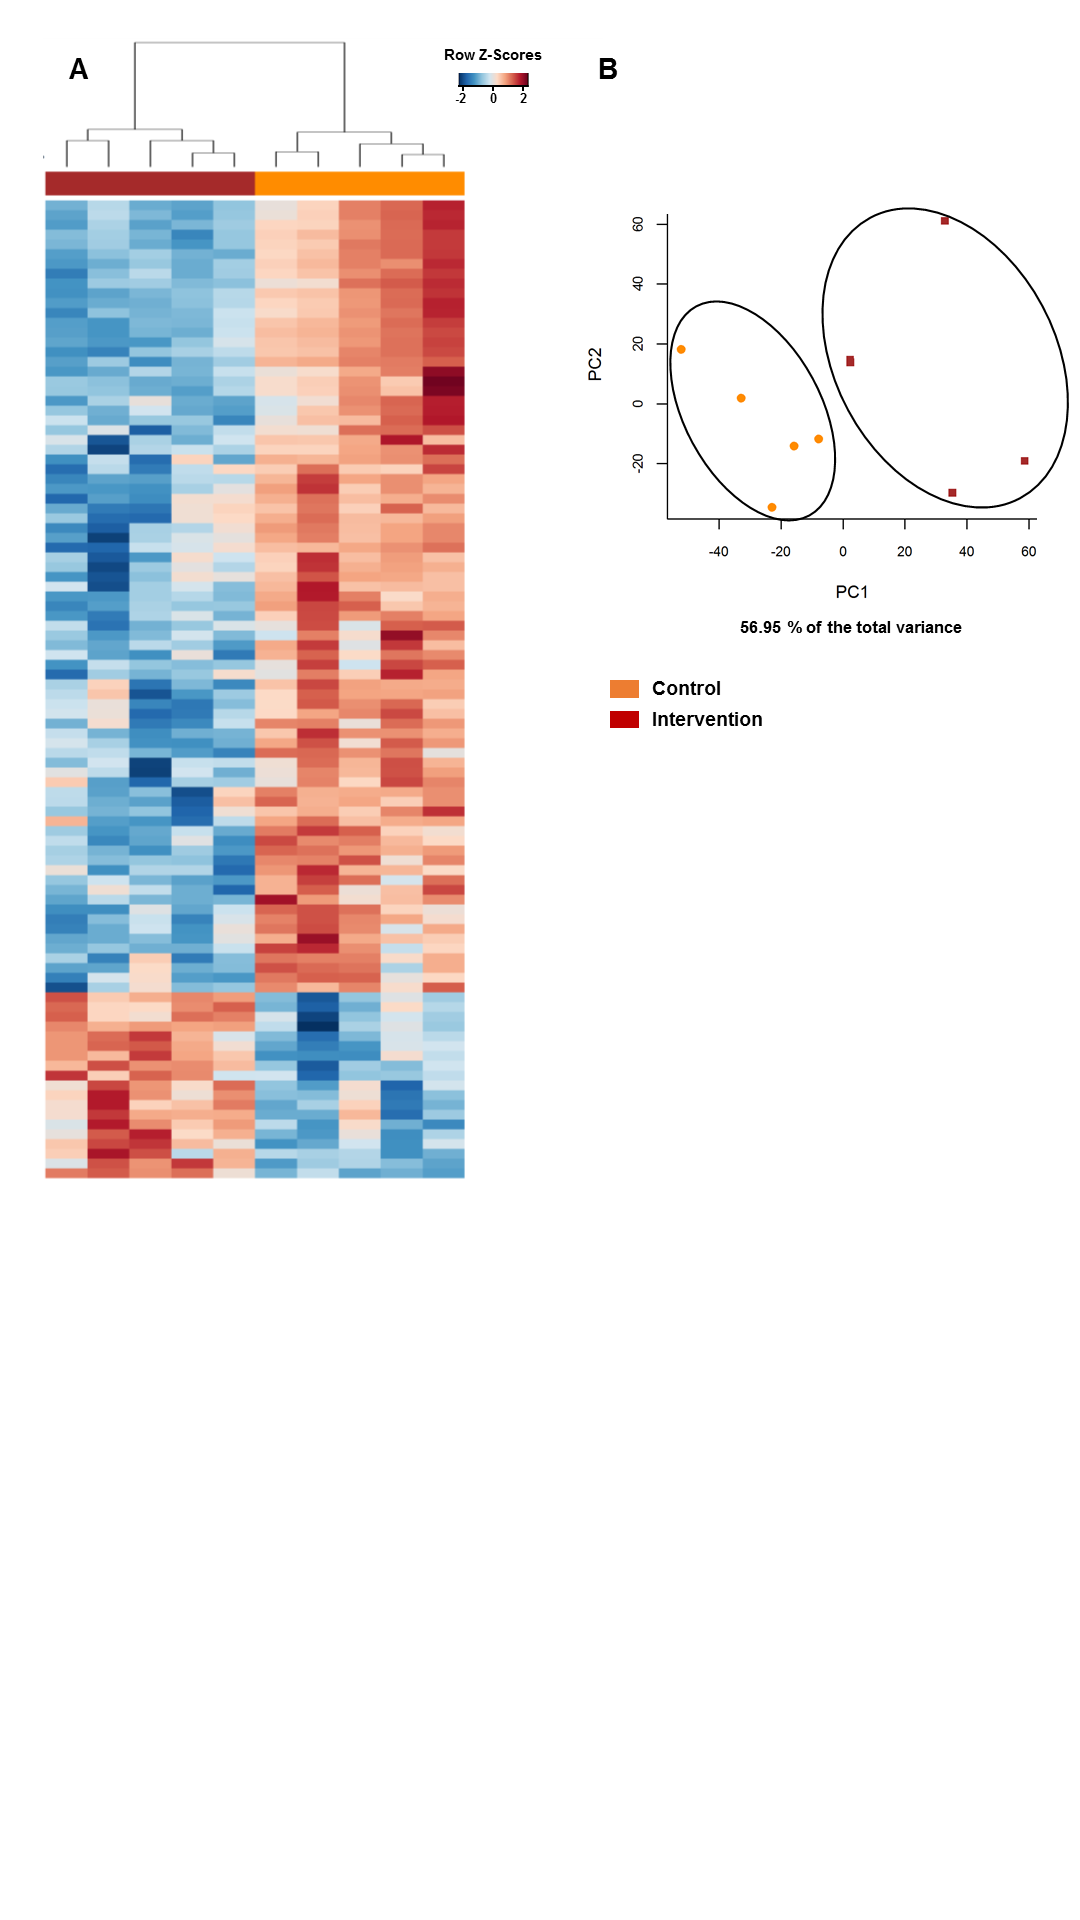

Original gels for the representative blots shown in Figure 1b

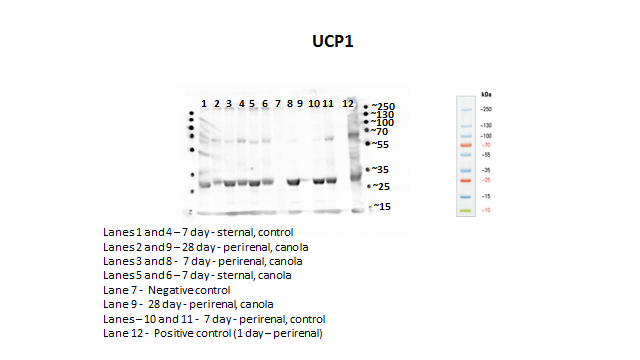

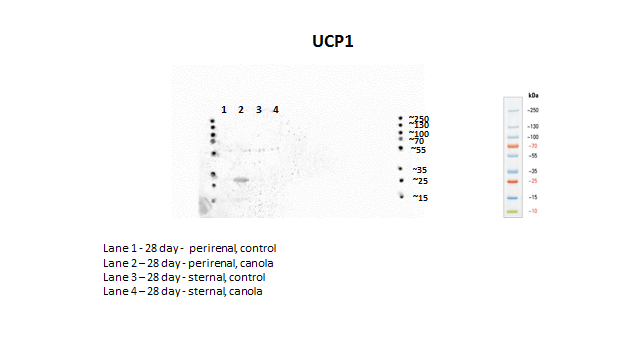

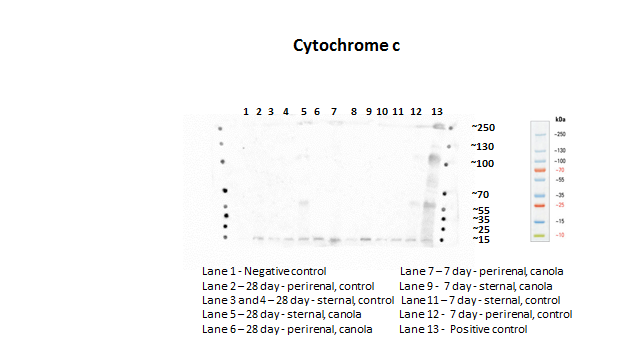

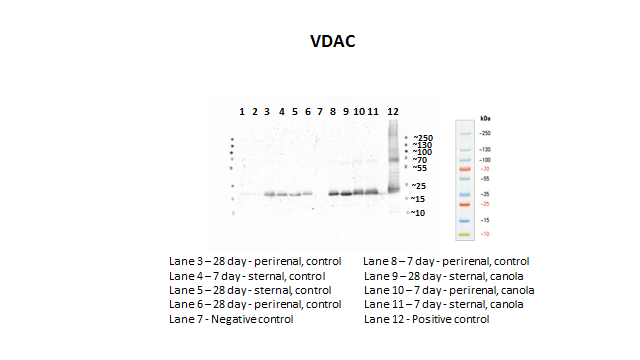

Supplement Dataset 1. Statistical results of gene expression of five adipose tissue depots at 7 days of age

Supplement Dataset 2. Statistical results of gene expression of five adipose tissue depots at 28 days of age

Supplement Dataset 3. Network characteristics of the five adipose tissue depots at 7 days of age gene co-expression modules

Supplement Dataset 4. Network characteristics of the five adipose tissue depots at 28 days of age gene co-expression modules

Supplement Dataset 5. Gene ontogeny results of each module from the 7 days of age gene network

Supplement Dataset 6. Gene ontogeny results of each module from the 28 days of age gene network

Supplement Dataset 7.Complete statistical analysis of maternal milk fatty acid profiles

Supplement Dataset 8.Complete statistical analysis of the offspring perirenal adipose tissue lipid profile at 28 days of age

Supplement Dataset 9. Statistical results of gene expression of the offspring (control vs maternal diet intervention) perirenal adipose at 28 days of age

How the deposited data were processed for this re-analysis (not part of the article)

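RNA of 5 adipose depots of lambs (epicardial, omental, perirenal, sternal and subcutaneous) at 7 and 28 days was measured on 49 human expression arrays. Groups held 5 arrays each, except subcutaneous fat at 7 days with 4. The replicate numbers of the labels, 7 distinct ones at 7 days and 8 at 28 days, are not defined there as animals and none occurs at both ages. They are written as letters in rising order, A to G at 7 days and H to O at 28 days, and maternal diet is not given in the labels used here, whose titles all hold an unexplained letter C. A description common to all labels names another age range than the age field and the titles, which were used here as in the paper. The highest correlation between a pair of arrays over all probe sets was 0.990, so no array was taken as a repeat of another.

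The authors made the deposited values with GCRMA in the affy package, which corrects the background from probe sequence, normalizes and summarises each probe set on the log2 scale. Versions of GCRMA and affy are not given in the sources used here. The table holds 10273 probe sets after filtering by the authors, and the paper gives 10055 after a test of variance. Of these, 9780 carry 1 gene symbol, 6 several and 487 none in the platform annotation, whose symbols can be old, and no gene was named from a probe set with several. No symbol occurs on more than 1 probe set. Values run from 2.49 to 14.0 and 1752 probe sets average at least 4 over the arrays, so many genes lie near the lowest signal. Weak binding of sheep RNA to human probes and low expression were not told apart. For arrays, the number of arrays limits the precision. Supplementary Datasets 1 and 2 were held in part, the first 1902 and 1884 of 10054 lines each. The differences between depots that they list match the fitted ones within 5e-06 for 1873 and 1857 probe sets present in both tables, and no overlap or enrichment test was run on them.

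Tests used limma 3.58.1 in R 4.3.3 on the deposited log2 values, with 1 linear model per age over the 5 depots and 1 over all 10 groups for the changes with age, empirical Bayes moderation and Benjamini-Hochberg adjustment within each comparison. Probe sets at an adjusted p of at most 0.05 were called. Comparisons were an F test over the depots, each depot against the mean of the other 4, pairs of depots, 28 against 7 days within a depot, and the difference in that change between perirenal fat and each other depot. The procedure was tested on simulated data, 20 draws with 200 of 10273 probe sets changed, for perirenal fat against the other depots. It found 91.2% of changes of 1 log2 unit at 7 days and 93.6% at 28 days, and 99.15% of changes of 2 units at both, with 5.05% and 4.50% of calls false. These rates were not split by signal level, so they do not describe detection near the lowest signal.

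Members of 30 gene lists were counted: brown adipocyte thermogenesis, oxidative phosphorylation, tricarboxylic acid cycle, fatty acid oxidation, lipid synthesis and storage, cardiac muscle, skeletal muscle, mesothelium, lymphocytes, thymus, macrophages, inflammatory response, endoplasmic reticulum stress, cell division, mRNA splicing, HOX genes, endothelium and angiogenesis, extracellular matrix and fibroblasts, cytoskeleton, carbohydrate metabolism, ribosomal proteins, translation initiation, adipocyte progenitors, pluripotency, kidney, adrenal gland, cartilage, red blood cells, immediate early and heat shock response, and the genes named in the paper. Each gene was read from the probe set with the highest mean. Counts are given after adjustment over all probe sets and over the list alone, and limma's camera compared each list with all other probe sets, with 630 list tests adjusted together. The pairs of list and comparison described in the text were picked from the paper's claims and after the counts had been seen, while the lists were fixed earlier.

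Genes were named by a rule. It takes every gene that the paper names for its arrays. It adds, for each depot against the others at each age, the 6 largest rises and 4 largest falls among called probe sets with 1 symbol for which every array of the depot lies beyond every array of the others, and for each depot between the ages the 6 largest rises and 6 largest falls with no overlap. Of each list it takes the 4 called members with the largest change in the comparison described. The text names fewer than the rule allows. The first lines of the paper's tables (TNNI3, HOXC6, CDH2, PPARGC1A, ACTC1, ATL2, TCF21, HOXA5, MEIS2, HOXB3 and HOXB6) had been read before the rule was written.

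Principal components were taken over all probe sets of an age, centred and not scaled. Distances between depots are Euclidean distances between mean profiles. For depot recognition, arrays sharing a replicate number were left out together and 100 probe sets were used. Alternatives were the replicate number as a fixed effect, a filter on probe sets with a mean below 4, quantile normalization, array weights, fits of only the 2 groups compared, each array left out in turn, 3 other choices of probe sets or scaling for the components, the mean of all probe sets of a gene, and camera with an estimated correlation. The following were chosen after seeing the data: leaving out the sternal and subcutaneous arrays with CKM above 4 (1 subcutaneous array stays at 7 days), components after quantile normalization, adjustment over all pairs at 7 days together or nested in the F test, and the replicate number as a random effect for changes with age. Co-expression modules and random forests were not computed here, and quantities of the paper other than arrays were not used here.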

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

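Tests chosen only after the result was seen were the joint variation of heart and of skeletal muscle genes, the comparisons with an epicardial array and with depots of low mean at 7 days, the count of subcutaneous arrays with muscle genes and the omission of arrays with CKM above 4. The other tests were set earlier, but the reading of 2 tests was narrowed after their values were seen, so that neither a low share after quantile normalization nor a single subcutaneous array decides.

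Heart muscle genes were high in epicardial fat at both ages. Heart muscle carried into the samples is a candidate explanation, under which its genes would vary together. Their deviations over the 10 epicardial arrays had a median pairwise correlation of 0.247, against 0.0836 for random genes. This lies between the values that would settle it. The median covers all measured genes of the list, also those not called in epicardial fat. It may therefore understate how the called genes vary together. Epicardial replicate I at 28 days held these genes at the level of other depots (a mean of 2.87). Over 270 other probe sets higher in epicardial fat at that age it differed from the other depots by a median of 0.41. The other 4 arrays differed by 0.56. The ratio of 0.743 falls just short of the bound set against muscle as the source of those differences. These probe sets were called over all epicardial arrays together, which favours those alike in replicate I and the others. The ratio is therefore raised by this choice and is weak evidence. Carried-in muscle and expression in the depot, which the design names as a tissue, therefore cannot be told apart here.

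Of the probe sets called in sternal fat at 28 days most were lower. Over the 1891 lower probe sets the 2 arrays without CKM above 4 differed from the other depots by a median of -0.42. The other 3 differed by -0.43, a ratio of 0.96, which argues against skeletal muscle in the samples as the source. These probe sets were called over all sternal arrays together, which favours those alike in both subsets, so this argument is weak. A different scale of these arrays remains open, since quantile normalization, which took the share of lower calls to 37.1%, evens this balance by construction. Low array means also occurred at 7 days, 3.29 in omental, 3.29 in sternal and 3.31 in subcutaneous fat, and over the same probe sets these depots differed from epicardial and perirenal fat of that age by medians of -0.16, -0.15 and -0.14. Epicardial replicate D at 7 days, which had the lowest mean of its group, was lower over the same probe sets by a median of -0.19 (-0.044 over all probe sets), so a state of arrays that also occurs outside this group stays open. A change with age, named by the design, also stays open and need not lie in sternal fat, as the median of all probe sets changed there by -0.00393, against 0.0614 in omental, 0.0469 in subcutaneous, 0.0201 in epicardial and 0.0105 in perirenal fat.

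Skeletal muscle genes were higher in subcutaneous fat at 7 days. Expression throughout the depot stays open, since 3 of the 4 arrays had a mean of the list above every omental and perirenal array, the highest of which was 2.75, and a single array, replicate F at 2.70, did not. Over the sternal and subcutaneous arrays of both ages the deviations of these genes had a median pairwise correlation of 0.62, against 0.0182 for random genes, which is consistent with skeletal muscle carried into single samples, where CKM reached 12.9. A difference between animals in muscle content of the depot was not tested.

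Single arrays stood far from the others of their group in 10 of 80 groups of values compared (8 measures in 10 groups). How often chance gives such a value was not tested. In sternal fat at 7 days, replicate D had CKM at 8.29 (others 2.49 to 2.90), a mean of the skeletal muscle list of 3.83 (others 2.65 to 2.87) and a mean of the cardiac muscle list of 3.33 (others 2.71 to 2.82). In subcutaneous fat at 28 days, replicate J had a skeletal muscle mean of 3.58 (others 2.73 to 2.83). Epicardial replicate D at 7 days averaged 3.3 over all probe sets (others 3.37 to 3.39). Perirenal replicate J at 28 days had UCP1 at 3.0 (others 2.88 to 2.91) and a skeletal muscle mean of 2.71 (others 2.73). Near the lowest signal, TNNI3 was 2.51 in omental replicate E (others 2.52) and 2.69 in perirenal replicate G at 7 days (others 2.51 to 2.52), and CKM was 2.88 in omental replicate D (others 2.73).

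The change from 7 to 28 days differed between perirenal fat and another depot by an interaction term in limma, given here as the difference of the perirenal change from the other, with both changes in parentheses. UCP1 differed by -2.24 (-3.37 against -1.14, adjusted p = 0.0422) from epicardial, -2.63 (-3.37 against -0.74, adjusted p = 0.00181) from omental and -3.57 (-3.37 against 0.19, adjusted p = 7.4e-05) from subcutaneous fat. Since UCP1 lay near the lowest signal in all depots at 28 days, with means of 2.90 to 2.91, these values restate its differences at 7 days. PPARGC1A differed by -2.31 (-2.44 against -0.13, adjusted p = 0.00221) from omental and -2.08 (-2.44 against -0.36, adjusted p = 0.0136) from subcutaneous fat. It was already near the lowest signal there at 7 days, with means of 3.19 in omental and 3.53 in subcutaneous fat. A fall as large as the perirenal one could not show there, so these values largely restate its differences at 7 days. RPS9 differed from the same depots by -0.81 (-0.55 against 0.26, adjusted p = 0.00152) and -1.18 (-0.55 against 0.63, adjusted p = 2.78e-05). EIF3D differed by -0.57 (-0.48 against 0.095, adjusted p = 0.0374) and -0.69 (-0.48 against 0.21, adjusted p = 0.0203) from the same depots, EIF3G by -0.59 (-0.38 against 0.22, adjusted p = 0.0345) from subcutaneous and NR3C1, the glucocorticoid receptor, by 1.10 (1.09 against -0.0036, adjusted p = 0.00383) from omental fat. Against sternal fat PPARG differed by 0.53 (0.44 against -0.093, adjusted p = 0.0292), HOXB6 by 1.48 (1.62 against 0.14, adjusted p = 0.0481) and CEBPB by 0.82 (0.38 against -0.45, adjusted p = 0.0475). UCP1 against epicardial fat loses its call after quantile normalization and without any 1 of 15 arrays (adjusted p up to 0.117), EIF3D against omental fat after quantile normalization and without any 1 of 12 arrays (adjusted p up to 0.135), PPARG after quantile normalization and without any 1 of 11 arrays (adjusted p up to 0.0844), HOXB6 after quantile normalization and without any 1 of 14 arrays (adjusted p up to 0.109), CEBPB after quantile normalization and without any 1 of 15 arrays (adjusted p up to 0.162) and EIF3G after quantile normalization and without any 1 of 7 arrays (adjusted p up to 0.201).

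Over all probe sets this change differed in 23 from epicardial, 370 from omental, 144 from sternal and 209 from subcutaneous fat. Over 100 splits of the arrays the highest other split called 265 for omental fat. For sternal fat 5 splits were as large as the real one, that one included, and the highest called 267. For epicardial and subcutaneous fat 4 and 2 splits were as large, the real ones included. Their highest other splits called 197 and 716, several times the real count. The arrays differ strongly with depot and age, and a split does not hold these differences fixed. The splits therefore do not decide whether chance gives the real counts. What makes the high splits was not tested.

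Beyond the genes that the paper discusses, 7 skeletal muscle genes were higher in sternal fat at 28 days, 4 after quantile normalization, 1 without the arrays with CKM above 4 or without sternal replicate O, 0 in limma without sternal replicate J, and 4 without subcutaneous replicate H, I, M or N. In omental fat at 7 days 3 mesothelium genes were higher, 1 without omental replicate A.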

How the results depend on the processing

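The alternatives chosen only after the data were seen are the omission of arrays with CKM above 4, the 2 other adjustments over pairs of depots, the random effect of the replicate number and the components after quantile normalization. Of 372 differences of named genes 324 kept their direction and side of the threshold after quantile normalization, 45 lost their call, 1 gained one and 2 changed sign. When 1 array was left out, 6702 of 7304 values kept both, 586 were no longer past the threshold, for 91 differences, 12 newly passed and 4 changed sign. None of the differences that changed sign had been called. They were GHR in omental fat at 28 days (-0.017 after quantile normalization), HIF1A in perirenal fat between the ages (-0.24 after that normalization, and -0.059 to 0.056 when 1 array was left out) and GHR in sternal fat between the ages (-0.048 to 0.27). With 82.7% of values below 4, weak signal limits what can be called, and a missing call does not show equal expression. The mean of all probe sets of a gene gave the values already reported, since no gene had more than 1. The filter, array weights and fits of 2 groups were not run for single genes, and array weights not for lists. Counts written as 1.1e2, 1.4e2 and 1.6e2 are rounded to 2 digits.

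Over probe sets with a mean of at least 4, 29 of the leading results moved by more than 1.5 times and 44 did not, and of further list counts, not printed below, 14 moved and 24 did not. Calls went from 2051 to 1225 for the F test at 28 days, from 526 to 333 for omental fat at 28 days, from 158 to 245 for omental fat at 7 days, from 525 to 279 for perirenal fat at 7 days, from 2061 to 1122 for sternal fat at 28 days and from 123 to 191 for sternal fat at 7 days. Under this filter they also went from 72 to 158 for omental against sternal fat at 7 days, from 21 to 38 for omental against subcutaneous fat at 7 days, from 1399 to 916 for perirenal against sternal fat at 28 days, from 190 to 121 for perirenal against sternal fat at 7 days, from 124 to 212 for sternal against subcutaneous fat at 7 days and from 1497 to 696 for omental fat between the ages. The filter changed calls from 957 to 609 for perirenal fat between the ages, from 950 to 559 for subcutaneous fat between the ages and from 370 to 212 for the difference in change with age between perirenal and omental fat. Members of lists went from 10 to 3 for HOX genes higher in perirenal fat at 28 days, from 5 to 3 for thermogenic genes falling with age in perirenal fat, from 1 to 0 for carbohydrate genes higher in omental fat at 28 days, from 11 to 6 for cardiac muscle genes higher in epicardial fat at 28 days, from 1 to 2 for cytoskeleton genes higher in omental fat at 7 days and from 1 to 0 for endoplasmic reticulum stress genes higher in perirenal fat at 28 days. Lists also went from 5 to 2 for endothelial genes lower in sternal fat at 28 days, from 1 to 2 for fatty acid oxidation genes higher in perirenal fat at 28 days, from 2 to 1 for inflammatory response genes higher in perirenal fat at 28 days, from 5 to 3 for lipid genes higher in omental fat at 28 days, from 3 to 1 for lipid genes rising with age in perirenal fat and from 0 to 1 for splicing genes higher in epicardial fat at 7 days. Other lists went from 2 to 4 for splicing genes higher in perirenal fat at 28 days and from 5 to 1 for skeletal muscle genes higher in subcutaneous fat at 7 days. Fewer probe sets are tested and adjusted for in this setting, and no other cause was tested.

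With only the 2 groups compared in the fit, 17 counts moved and 2 did not. They went from 429 to 173 for epicardial against omental fat at 7 days, from 243 to 110 for epicardial against perirenal fat at 7 days, from 404 to 156 for epicardial against sternal fat at 7 days, from 249 to 28 for epicardial against subcutaneous fat at 7 days, from 514 to 234 for omental against perirenal fat at 7 days and from 72 to 30 for omental against sternal fat at 7 days. Between pairs these went from 21 to 1 for omental against subcutaneous fat at 7 days, from 222 to 90 for perirenal against epicardial fat at 28 days, from 1399 to 813 for perirenal against sternal fat at 28 days, from 190 to 82 for perirenal against sternal fat at 7 days, from 258 to 112 for perirenal against subcutaneous fat at 28 days and from 426 to 157 for perirenal against subcutaneous fat at 7 days. Fits of 2 groups also took counts from 124 to 5 for sternal against subcutaneous fat at 7 days, from 600 to 215 for epicardial fat between the ages, from 1497 to 922 for omental fat between the ages, from 654 to 161 for sternal fat between the ages and from 950 to 110 for subcutaneous fat between the ages. This fit rests on fewer arrays for the spread.

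Quantile normalization moved 27 of the leading results, 2 of them shares of components that moved by more than their spread when 1 array is left out and the others counts that moved by over 1.5 times, and did not move 48, while of the further list counts 9 moved and 29 did not. Calls went from 2051 to 1310 for the F test at 28 days, from 526 to 299 for omental fat at 28 days, from 525 to 274 for perirenal fat at 7 days, from 2061 to 962 for sternal fat at 28 days, from 514 to 319 for omental against perirenal fat at 7 days and from 21 to 37 for omental against subcutaneous fat at 7 days. Under it calls went from 1399 to 643 for perirenal against sternal fat at 28 days, from 190 to 76 for perirenal against sternal fat at 7 days, from 1497 to 768 for omental fat between the ages, from 950 to 493 for subcutaneous fat between the ages, from 23 to 6 for the difference in change with age between perirenal and epicardial fat and from 370 to 197 for the difference in change with age between perirenal and omental fat. Calls also changed from 144 to 93 for the difference in change with age between perirenal and sternal fat. List members went from 2 to 0 for progenitor genes higher in subcutaneous fat at 28 days, from 1 to 0 for carbohydrate genes higher in omental fat at 28 days, from 1 to 0 for cell division genes lower in sternal fat at 28 days, from 1 to 3 for cytoskeleton genes higher in omental fat at 7 days, from 0 to 1 for endothelial genes higher in sternal fat at 28 days and from 5 to 0 for endothelial genes lower in sternal fat at 28 days. Further list members went from 1 to 0 for fatty acid oxidation genes higher in perirenal fat at 28 days, from 5 to 0 for lipid genes higher in omental fat at 28 days, from 22 to 8 for splicing genes lower in sternal fat at 28 days, from 0 to 1 for macrophage genes higher in omental fat at 7 days, from 12 to 6 for respiratory genes higher in perirenal fat at 7 days and from 5 to 2 for ribosomal genes higher in perirenal fat at 7 days. The share of the first 2 components went from 43.8% to 42.7% at 7 days and from 42.1% to 37.2% at 28 days. It moved the median difference of all probe sets from -0.0741 to -0.00273 in sternal fat at 28 days and from 0.0614 to -0.00983 in omental fat between the ages, and less in the 13 other comparisons of this kind. The cause was not tested.

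Without the sternal and subcutaneous arrays with CKM above 4, 33 of the leading results moved, the 2 shares of components again by more than that spread and the others by over 1.5 times, and 42 did not, and among the further list counts 13 moved and 25 did not. Calls went from 2051 to 1165 for the F test at 28 days, from 345 to 200 for perirenal fat at 28 days, from 2061 to 1008 for sternal fat at 28 days, from 312 to 161 for subcutaneous fat at 28 days, from 157 to 338 for subcutaneous fat at 7 days and from 249 to 430 for epicardial against subcutaneous fat at 7 days. Without these arrays calls also went from 21 to 269 for omental against subcutaneous fat at 7 days, from 1399 to 729 for perirenal against sternal fat at 28 days, from 190 to 125 for perirenal against sternal fat at 7 days, from 258 to 119 for perirenal against subcutaneous fat at 28 days, from 124 to 285 for sternal against subcutaneous fat at 7 days and from 950 to 397 for subcutaneous fat between the ages. A further change was from 23 to 14 for the difference in change with age between perirenal and epicardial fat. Members of gene lists went from 10 to 5 for HOX genes higher in perirenal fat at 28 days, from 4 to 1 for thermogenic genes falling with age in sternal fat, from 1 to 0 for carbohydrate genes higher in omental fat at 28 days, from 1 to 0 for cell division genes lower in sternal fat at 28 days, from 1 to 0 for cytoskeleton genes higher in omental fat at 7 days and from 1 to 0 for endoplasmic reticulum stress genes higher in perirenal fat at 28 days. For further lists they went from 0 to 1 for endothelial genes higher in sternal fat at 28 days, from 5 to 1 for endothelial genes lower in sternal fat at 28 days, from 7 to 4 for matrix genes higher in omental fat at 7 days, from 9 to 4 for matrix genes higher in subcutaneous fat at 28 days, from 1 to 0 for fatty acid oxidation genes higher in perirenal fat at 28 days and from 5 to 1 for lipid genes higher in omental fat at 28 days. Other list counts went from 3 to 1 for lipid genes higher in perirenal fat at 28 days, from 22 to 13 for splicing genes lower in sternal fat at 28 days, from 12 to 7 for respiratory genes higher in perirenal fat at 7 days, from 5 to 3 for ribosomal genes higher in perirenal fat at 7 days, from 5 to 0 for skeletal muscle genes higher in subcutaneous fat at 7 days and from 2 to 1 for initiation genes higher in perirenal fat at 7 days. The first 2 components went from 43.8% to 48.1% at 7 days and from 42.1% to 43.6% at 28 days. At 7 days subcutaneous fat keeps 1 array, replicate F, assumed to vary like the other groups, so its counts compare a single array. Fewer arrays enter these fits, so fewer calls may follow from that alone, while the cause of the higher counts was not tested.

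Adjusting all pairs at 7 days together took calls from 72 to 135 for omental against sternal fat at 7 days and from 21 to 78 for omental against subcutaneous fat at 7 days (8 other pairs did not move), and nesting them in the F test from 72 to 165 for omental against sternal fat at 7 days, from 21 to 1.1e2 for omental against subcutaneous fat at 7 days and from 124 to 216 for sternal against subcutaneous fat at 7 days. Array weights took calls from 295 to 450 for perirenal against omental fat at 28 days and left 34 other counts within 1.5 times. The share of the first 2 components was 18.0% at 7 and 20.4% at 28 days with probe sets scaled to unit variance. It was 83.3% at 7 and 60.7% at 28 days with probe sets limited to the 100 probe sets with the smallest p. It was 71.1% at 7 and 54.9% at 28 days with probe sets limited to those past the F test. The cause was not tested, apart from the choice of probe sets by their difference between depots, which raises the share.

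For the results that follow, leaving out at least 1 of the arrays moved the count by over 1.5 times from that with all arrays, and the ranges run over each array left out in turn. Calls ranged from 275 to 474 for epicardial fat at 7 days, 323 to 551 for omental fat at 28 days, 84 to 179 for omental fat at 7 days, 223 to 369 for perirenal fat at 28 days, 318 to 522 for perirenal fat at 7 days, 55 to 132 for sternal fat at 7 days and 198 to 349 for subcutaneous fat at 28 days. They also ranged from 101 to 171 for subcutaneous fat at 7 days, 152 to 276 for epicardial against perirenal fat at 7 days, 254 to 446 for epicardial against sternal fat at 7 days, 156 to 302 for epicardial against subcutaneous fat at 7 days, 9 to 63 for omental against subcutaneous fat at 7 days, 185 to 326 for perirenal against omental fat at 28 days and 158 to 326 for perirenal against subcutaneous fat at 28 days. Further ranges were 78 to 1.4e2 for sternal against subcutaneous fat at 7 days, 5 to 38 for the difference in change with age between perirenal and epicardial fat and 1.4e2 to 249 for the difference in change with age between perirenal and subcutaneous fat. Members of lists ranged from 0 to 2 for progenitor genes higher in subcutaneous fat at 28 days, 2 to 5 for thermogenic genes falling with age in sternal fat, 0 to 1 for carbohydrate genes higher in omental fat at 28 days, 6 to 15 for cardiac muscle genes higher in epicardial fat at 28 days, 1 to 2 for cell division genes lower in sternal fat at 28 days and 0 to 2 for cytoskeleton genes higher in omental fat at 7 days. For other lists these were 0 to 1 for endoplasmic reticulum stress genes higher in perirenal fat at 28 days, 1 to 2 for endothelial genes higher in perirenal fat at 28 days, 2 to 5 for endothelial genes lower in sternal fat at 28 days, 2 to 8 for matrix genes higher in omental fat at 7 days, 0 to 2 for fatty acid oxidation genes higher in perirenal fat at 28 days and 0 to 6 for lipid genes higher in omental fat at 28 days. Lists further ranged from 0 to 2 for splicing genes higher in epicardial fat at 7 days, 1 to 5 for splicing genes higher in perirenal fat at 28 days, 7 to 14 for respiratory genes higher in perirenal fat at 7 days, 0 to 1 for pluripotency genes higher in epicardial fat at 7 days, 2 to 7 for ribosomal genes higher in perirenal fat at 7 days and 0 to 11 for skeletal muscle genes higher in subcutaneous fat at 7 days. The last lists ranged from 1 to 2 for initiation genes higher in perirenal fat at 7 days. The share of the first 2 components ran from 41.0% to 45.1% at 7 days and 39.7% to 43.6% at 28 days. These fits hold fewer arrays.

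Depots share replicate numbers, which the labels do not define. The deviations of same-numbered arrays from their group means correlated with a median of 0.0463 over 33 pairs at 7 days (-0.262 to 0.164) and 0.0571 over 39 pairs at 28 days (-0.0818 to 0.317). Of 24 and 22 arrays with a partner, 10 and 14 correlated best with an array of their own number, and 6 and 12 of the pairs correlated above 0.1, where other pairs had medians of -0.0108 and -0.00896. Not every pair did, so the numbers were not taken to pair the arrays, although the paper takes the depots from the same animals and some arrays with the same number correlate more with each other than with the rest. With the replicate block 20 of the leading results moved and 39 did not, 4 moved and 23 did not among the further list counts, and 38 of 234 named genes were no longer called. At 28 days epicardial replicate L, perirenal replicate K and subcutaneous replicate H have no partner. The block takes these arrays out of the comparisons, so lower counts of their depots at that age may follow from fewer arrays. Under the block calls went from 333 to 219 for epicardial fat at 28 days, from 345 to 170 for perirenal fat at 28 days, from 123 to 64 for sternal fat at 7 days, from 312 to 152 for subcutaneous fat at 28 days, from 404 to 258 for epicardial against sternal fat at 7 days and from 249 to 1.6e2 for epicardial against subcutaneous fat at 7 days. The block also took calls from 222 to 103 for perirenal against epicardial fat at 28 days, from 295 to 175 for perirenal against omental fat at 28 days and from 190 to 1.1e2 for perirenal against sternal fat at 7 days. With it members of lists went from 10 to 6 for HOX genes higher in perirenal fat at 28 days, from 2 to 0 for progenitor genes higher in subcutaneous fat at 28 days, from 11 to 6 for cardiac muscle genes higher in epicardial fat at 28 days, from 1 to 0 for endoplasmic reticulum stress genes higher in perirenal fat at 28 days, from 5 to 2 for endothelial genes lower in sternal fat at 28 days and from 9 to 3 for matrix genes higher in subcutaneous fat at 28 days. With the replicate block further lists went from 1 to 0 for fatty acid oxidation genes higher in perirenal fat at 28 days, from 5 to 3 for lipid genes higher in omental fat at 28 days, from 2 to 1 for splicing genes higher in perirenal fat at 28 days, from 5 to 1 for ribosomal genes higher in perirenal fat at 7 days and from 2 to 1 for initiation genes higher in perirenal fat at 7 days. As a random effect for the changes with age, where no number occurs at both ages, the block had a consensus correlation of 0.0106 and moved none of 14 counts and none of 138 named genes.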

Differences from the paper's values

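The paper's first 2 principal components hold 80.2% of the variance at 7 days and 73.1% at 28 days, against 43.8% and 42.1% here over all probe sets. Of the alternatives set before the data were examined, the 100 probe sets with the smallest p (83.3% and 60.7%) and the probe sets past the F test (71.1% and 54.9%) come within 1.5 times of the paper's values, and scaling each probe set (18.0% and 20.4%) does not. The paper gives 10055 data sets for this step, and 10273 probe sets were used here.

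Other values lie close to the paper's at its threshold. At 7 days 838 probe sets differed between depots (the paper's value is 839), at 28 days 2051 (the paper's 2059), and 429 between epicardial and omental fat (the paper's 429), although 173 with only those 2 depots in the fit, and at 28 days 1225 with the filter and 1310 after quantile normalization. The log2 differences of UCP1 between depots match those of Supplementary Dataset 1, for example 2.64 between perirenal and omental fat (the paper's 2.64).

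The paper names epicardial and omental fat as the pair that differs most at 7 days. Here 514 probe sets differed between omental and perirenal fat and 429 between epicardial and omental fat. Some of the alternatives set before the data were examined keep omental and perirenal fat ahead. These are the replicate block (483 against 435), array weights (544 against 442) and fits of 2 groups (234 against 173). Adjustment over all pairs together, chosen after seeing the values, also keeps them ahead (387 against 360). Of the alternatives set before, the paper's pair is the largest after quantile normalization (450 against 319) and under the filter on the mean (394 against 349). It is also the largest with adjustment nested in the F test (412 against 403), which was chosen after seeing the values and calls 412 where the paper has 429. Which of the paper's probe sets it drops was not counted, since their names were not compared here.

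The paper places the largest changes with age in sternal and perirenal fat. Probe sets that changed numbered 1497 in omental, 957 in perirenal, 950 in subcutaneous, 654 in sternal and 600 in epicardial fat, so perirenal fat came after omental fat and sternal fat had fewer than 3 of the other depots. After quantile normalization perirenal fat had the most (822), with 768 in omental and 751 in sternal fat. Omental fat led under the filter (696), array weights (1603), fits of 2 groups (922) and, chosen after the data were seen, without the arrays with CKM above 4 (1561).

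The paper pairs perirenal with sternal fat and subcutaneous with omental fat in its clustering at 7 days. Mean profiles lay 21.0 apart for omental and sternal, 21.1 for perirenal and sternal and 26.8 for omental and subcutaneous fat. After quantile normalization perirenal and sternal fat were the closest pair, at 18.2.

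For perirenal fat at 28 days the paper names HIF1A, ABHD5, DECR1 and HOXB5 among the genes of its modules, and for omental fat GHR, ABHD5, DECR1 and PPARG. None of these differed past the threshold there, while modules were not computed here. Settings that call one of them leave out 1 array each. DECR1 is called in omental fat without epicardial replicate J or L or sternal replicate M (adjusted p 0.0433 to 0.0466), ABHD5 in omental fat without epicardial replicate L (adjusted p = 0.0456), and HOXB5 in perirenal fat without sternal replicate O (adjusted p = 0.0469). GHR (1.05) and PPARG (0.47) were higher in perirenal fat, HIF1A (0.53) and HOXB5 (0.99) in omental fat, and HOXB6 and HOXB8 in both.

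At 7 days the paper names EP300, EIF4B, EIF3G, ZFP36L1 and DHX32 in a module with UCP1, and describes the functions of such modules as stronger in perirenal than in sternal fat. In the comparison of perirenal fat with the other depots, which does not test co-expression, UCP1 was called and none of them passed the threshold. DHX32 does without sternal replicate F (0.33, adjusted p = 0.0413). CEBPB (0.54), EIF3D (0.37) and RPS9 (0.58) were called there at 7 days, EIF3D not when any 1 of 7 arrays is left out.

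Processes that the paper finds enriched in a depot did not all show in the lists used here, which are other sets of genes. For angiogenesis in sternal fat at 28 days 5 of 21 genes were lower and 0 higher in limma (1 higher at an unadjusted p under 0.05), and 1 higher and 0 lower after quantile normalization. For omental fat at 7 days 0 of 20 genes of carbohydrate metabolism were higher (0 when adjusted over the list alone and 0 at an unadjusted p under 0.05) and 1 of 24 of the cytoskeleton. For epicardial fat at 7 days 0 of 43 splicing genes were higher (0 adjusted over the list alone, 8 at an unadjusted p under 0.05, and 1 over probe sets with a mean of at least 4) and 0 of 6 pluripotency genes (1 adjusted over the list alone, 2 at an unadjusted p under 0.05). In perirenal fat at 28 days 0 of 16 cell division genes were higher (0 adjusted over the list alone, 1 at an unadjusted p under 0.05).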

Other observations

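Tests chosen only after the result was seen were the choice of these lists and comparisons out of all those counted, and the omission of arrays with CKM above 4.

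In sternal fat, 7 of 24 measured genes of the cytoskeleton rose from 7 to 28 days and none fell (12 higher when adjusted over the list alone, adjusted p = 4.94e-11 from camera). Among them were the actin-binding profilin PFN1 at 1.59 (standard error 0.17, adjusted p = 9.75e-09), cofilin CFL1 at 1.37 ± 0.15, gelsolin GSN at 2.37 ± 0.40 and the tubulin gene TUBB at 0.89 ± 0.16. Genes of oxidative phosphorylation fell there, 29 of 54 with 0 rising (36 lower when adjusted over the list alone, adjusted p = 8.07e-28), ATP5MG by 1.44 ± 0.12 and COX5A by 1.50 ± 0.24, and 20 without the arrays with CKM above 4. Of 48 ribosomal protein genes 26 fell and 1 rose (32 and 2 when adjusted over the list alone, adjusted p = 5.4e-21). Immediate early and heat shock genes, which respond within minutes to stimulation or stress, rose in 6 of 15 (8 when adjusted over the list alone, adjusted p = 9.51e-06), with JUN at 1.41 (standard error 0.34, adjusted p = 0.0061), ZFP36 at 0.87 ± 0.18 and FOS at 3.02 ± 0.84. FOS loses its call without sternal replicate F or G at 7 days or replicate M, N or O at 28 days (adjusted p up to 0.112), and the count was 2 without the arrays with CKM above 4 and 3 without sternal replicate G, N or O. Of 14 genes of endoplasmic reticulum stress 4 rose and 1 fell (6 and 1 when adjusted over the list alone, adjusted p = 0.00202), with the chaperone gene HSPA5 at 0.88 ± 0.22, not called without sternal replicate G (adjusted p = 0.0587). That count was 1 without the arrays with CKM above 4 and 2 without sternal replicate E, F or O.

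In epicardial fat LHX2, a LIM-homeobox transcription factor, rose with age by 1.77 (standard error 0.16, adjusted p = 2.55e-10), WT1, a transcription factor of mesothelium and epicardium, by 1.79 (standard error 0.42, adjusted p = 0.00485) and PNN by 1.54 ± 0.26. Splicing genes rose there in 14 of 43 (20 when adjusted over the list alone, adjusted p = 1.28e-09), while 29 of 54 genes of oxidative phosphorylation fell and 1 rose (36 and 1 when adjusted over the list alone, adjusted p = 1.08e-33), UQCRC2 by 1.11 ± 0.24 and SDHC by 1.00 ± 0.17, and 18 fell without epicardial replicate N at 28 days. In the same comparison 1 of 26 heart muscle genes, CDH2, fell, by 1.68 ± 0.43, and 0 rose (1 and 0 when adjusted over the list alone, adjusted p = 0.000338 from camera, adjusted p = 0.329 with an estimated correlation). At 28 days epicardial replicates I and N had the lowest means of both the heart muscle list (2.87 and 4.59) and the oxidative phosphorylation list (4.73 and 4.51). In subcutaneous fat, where CKM averaged 8.44 at 7 and 3.94 at 28 days, 16 genes of oxidative phosphorylation fell and 0 rose (22 lower when adjusted over the list alone, adjusted p = 7.75e-21). There 7 immediate early and heat shock genes rose (12 when adjusted over the list alone, adjusted p = 5.02e-05 from camera, adjusted p = 0.0522 with an estimated correlation), with NR4A2 at 1.92 (standard error 0.44, adjusted p = 0.00325). That count was 1 after quantile normalization, 4 without subcutaneous replicate A, G or I, 3 without replicate F and 2 without replicate N. In perirenal fat at 28 days 12 of 34 matrix genes were lower and none higher (13 lower when adjusted over the list alone, adjusted p = 3.26e-14).

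Lists for neighbouring tissues and blood gave few calls. In perirenal fat at 28 days 1 of 6 kidney genes was higher, PAX8 at 0.25 (standard error 0.052, adjusted p = 0.00797). It is 1 when adjusted over the list alone, with adjusted p = 0.562 from camera. In epicardial fat at 7 days 1 of 3 adrenal genes, PNMT at 0.50 (standard error 0.12, adjusted p = 0.0208), and 1 of 4 thymus genes, PTCRA at 0.31 (standard error 0.071, adjusted p = 0.0128), were higher (1 and 1 when adjusted over the lists alone, adjusted p = 0.498 and 0.503). PNMT loses its call without the arrays with CKM above 4 and without epicardial replicate A, C or E (adjusted p up to 0.1), and PTCRA without epicardial replicate A or G (adjusted p up to 0.0802). In subcutaneous fat at 7 days 1 of 7 cartilage genes was higher, COL2A1 at 1.42 (standard error 0.33, adjusted p = 0.0327), and 1 when adjusted over the list alone, with adjusted p = 0.0383 from camera and adjusted p = 0.147 with an estimated correlation. The call is lost without subcutaneous replicate E or F (adjusted p up to 0.125). Over probe sets with a mean of at least 4 none of these 4 lists has a call (0 in limma). Of 4 genes of red blood cells 0 were higher in epicardial fat at 7 days in limma (1 when adjusted over the list alone, 1 at an unadjusted p under 0.05, adjusted p = 0.379 from camera, and 1 over probe sets with a mean of at least 4). In omental fat 2 of 12 lymphocyte genes rose with age (3 when adjusted over the list alone, adjusted p = 0.94).

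Of the 20 genes that the paper names for perirenal fat and its modules, 5 were higher in perirenal fat at 7 days and 7 at 28 days, and none was lower (8 and 8 higher when adjusted over the list alone, adjusted p = 0.000385 and 1.33e-07 from camera). The paper chose them on these samples, so this is not independent evidence. At 28 days the count was 3 without the arrays with CKM above 4 and 4 without perirenal replicate M or N.

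Over 100 splits of the arrays into groups of the same sizes, chance can be excluded for every count that follows, given as the real value against the highest of the other splits. The F test called 838 against 3 at 7 days and 2051 against 6 at 28 days. Single depots at 7 days gave 418 against 7 for epicardial fat, 158 against 6 for omental fat, 525 against 5 for perirenal fat, 123 against 52 for sternal fat and 157 against 68 for subcutaneous fat. At 28 days these were 333 against 353 for epicardial fat, 526 against 22 for omental fat, 345 against 33 for perirenal fat, 2061 against 9 for sternal fat and 312 against 10 for subcutaneous fat, where 2 splits were as large as the real one for epicardial fat, that one included. Pairs at 7 days gave 429 against 18 for epicardial against omental fat, 243 against 9 for epicardial against perirenal fat, 404 against 9 for epicardial against sternal fat, 249 against 138 for epicardial against subcutaneous fat and 514 against 6 for omental against perirenal fat. The remaining pairs at that age gave 72 against 16 for omental against sternal fat, 21 against 5 for omental against subcutaneous fat, 190 against 7 for perirenal against sternal fat, 426 against 210 for perirenal against subcutaneous fat and 124 against 29 for sternal against subcutaneous fat. Perirenal fat at 28 days gave 222 against 30 for perirenal against epicardial fat, 295 against 10 for perirenal against omental fat, 1399 against 62 for perirenal against sternal fat and 258 against 13 for perirenal against subcutaneous fat. The changes with age gave 600 against 293 for epicardial fat, 1497 against 372 for omental fat, 957 against 200 for perirenal fat, 654 against 256 for sternal fat and 950 against 403 for subcutaneous fat.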
